# Ablation of Hepatocyte Derived‐FGL1 Does Not Aggravate Metabolic Dysfunction‐Associated Steatotic Liver Disease

**DOI:** 10.1096/fj.202501997R

**Published:** 2025-08-20

**Authors:** Jean Personnaz, Lisa Cannizzo, Céline Marie Pauline Martin, Aurore Desquesnes, Manon Sotin, Joanna DaSilva, Prunelle Perrier, Hervé Guillou, Léon Kautz

**Keywords:** diet, fibrosis, hepatocyte, inflammation, liver cancer, liver injury, metabolism

## Abstract

Metabolic dysfunction‐associated steatotic liver disease (MASLD) begins with simple steatosis, which can progress to hepatocellular carcinoma (HCC). The pathogenesis of MASLD alters the secretion of hepatokines such as fibrinogen‐like 1 (FGL1), a candidate mediator of liver steatosis and hyperglycemia. To investigate the contribution of FGL1 to liver diseases, we compared wild‐type mice to mice with hepatocyte‐specific deletion of *Fgl1* subjected to a steatosis or HCC experimental protocol. We found that mice deficient for *Fgl1* in hepatocytes showed higher levels of plasma glucose, pronounced metabolic alterations, and liver injury when fed a western diet compared to their wild‐type counterparts. However, both genotypes exhibited similar lipid deposition in the liver. Similarly, wild type and *Fgl1*‐deficient mice displayed comparable liver alterations during HCC progression. We observed that *FGL1* expression was repressed during MASLD progression in mice and humans concomitantly with the severity of liver injury. Altogether, these findings suggest that FGL1 is not a major contributor to the pathogenesis of MASLD and HCC.

## 1 Introduction

Metabolic dysfunction‐associated steatotic liver disease (MASLD), previously known as non‐alcoholic fatty liver disease (NAFLD) [1], initiates from an asymptomatic steatosis affecting 30% of the worldwide population [2]. Approximately 15% of steatotic patients develop metabolic dysfunction‐associated steatohepatitis (MASH, previously known as NASH), defined by the installation of fibro‐inflammatory phenomena, hepatocyte ballooning, and steatosis. The MASH stage represents a critical turning point, as 24% of patients with MASH progress to cirrhosis within 8 years, and 3% are diagnosed with hepatocellular carcinoma (HCC) annually [3]. MASLD currently represents the fastest growing cause of HCC worldwide [4] and a significant economic burden [2]. MASLD is the hepatic manifestation of the metabolic syndrome characterized by obesity, insulin resistance, hypertension, increased lipolysis, and dyslipidemia [5, 6]. Excess lipolysis‐derived circulating fatty acids are then stored as triglycerides in the liver, thereby causing steatosis [6, 7]. Fat accumulation in hepatocytes triggers transcriptional modifications and the secretion of hepatokines with various metabolic effects in fatty livers [8]. Among those, previous studies suggested that the induction of fibrinogen‐like 1 (FGL1)/hepassocin during MASLD contributed to disease progression, insulin resistance, and hyperglycemia [9, 10, 11].

FGL1 is a 34 kDa protein secreted exclusively by hepatocytes [12] that shares structural homology with fibrinogen β and γ chains. FGL1 is not involved in the clotting process as it lacks the platelet binding domain, the cross‐linking region, and the thrombin sensitive site [13]. In mice, the manipulation of FGL1 has yielded contradictory results. Administration of FGL1 after the induction of hepatic injury by 3 weeks of a methionine and chlorine‐deficient diet reduced hepatic triglyceride content and fibrosis [14]. Conversely, mice fed standard chow and treated with recombinant FGL1 were less sensitive to insulin [9]. *Fgl1* silencing using RNA interference was protective against high fat diet induced liver injury [10] whereas the overexpression of *Fgl1* was sufficient to induce hepatic steatosis. However, *Fgl1‐*deficient mice fed a standard rodent chow displayed increased body weight and mildly increased fasting hyperglycemia without any modification of food intake [14, 15] compared to wild type mice, suggesting that FGL1 could be involved in the onset of obesity. Moreover, *Fgl1*−/− mice developed a more severe hepatocellular carcinoma induced by diethynitrosamine (DEN) [16]. 

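In the mouse, *Fgl1* lies on the minus strand of chromosome 8 from 41644457 to 41668205 (GRCm39, GENCODE annotation). *Vps37a* lies on the plus strand from 40964264 to 41019942, 624.5 kb from *Fgl1*, and *Dlc1* on the minus strand from 37034901 to 37420297, 4224 kb away. In the livers of the 8 *Fgl1* LWT mice sequenced in this work, *Vps37a* had 7.68 ± 1.06 FPKM (SD, n = 8) and *Dlc1* 8.94 ± 1.96 FPKM (SD, n = 8). In the 8 *Fgl1* LKO mice, the values were 6.88 ± 0.49 and 9.23 ± 1.71 FPKM (exact permutation tests, two-sided, p = 0.0685 for *Vps37a* and 0.72 for *Dlc1*). Adjusted over all genes, the limma p-values were 0.707 and 0.941. All 8 *Fgl1* LKO mice lay below the *Fgl1* LWT median of *Vps37a*. Its unadjusted p-value was under 0.05 in some alternatives, among them median-ratio scaling and quantile normalization, while its log2 fold change of -0.13 was -0.07 with the run of mouse numbers as a term.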

Interestingly, the *FGL1* gene is located on chromosome 8 both in humans and mice in a region containing several tumor suppressor genes such as *VPS37A* or *DLC1* [17]. FGL1 has also been described as a mediator of immune evasion in certain cancers [18] but this function has since been questioned [19, 20, 21]. Overall, the contribution of FGL1 in the progression of MASLD remains elusive. Here, we compared the MASLD and HCC phenotype of WT mice (*FGL1* ^LWT^) and mice with hepatocyte‐restricted deletion of *Fgl1* (*Fgl1* ^LKO^). We observed that *Fgl1* ^LKO^ mice exhibited increased circulating levels of liver transaminases and a trend toward a higher incidence of solid tumors compared to *FGL1* ^LWT^ mice. However, we found no differences in steatosis or fibrosis. Furthermore, in contrast to published studies, we observed decreased FGL1 levels in both mice and humans during disease progression.

## 2 Material and Methods

### 2.1 Animals

*Fgl1 liver knock out mice—*Fgl1^tm1b(EUCOMM)Hmgu^ mice were obtained from the international mouse phenotyping consortium [22] and crossed with mice expressing the FLPO recombinase (C57BL/6‐Tg(CAG‐Flpo)1Afst/Ieg; MMRRC_036512‐UCD) to remove the EUCOMM cassette flanked by FRT sites, resulting in *Fgl1* floxed (*Fgl1* ^*fl/fl*^) mice. *Fgl1* ^*fl/fl*^ mice were then bred with mice expressing the CRE recombinase under the control of the albumin promoter (B6.Cg‐Speer6‐^ps1Tg(Alb‐cre)21Mgn/J^, Jackson laboratory stain #003574) to obtain mice with hepatocyte‐specific ablation of *Fgl1* (*Fg1* ^LKO^) or wild type *Fgl1* ^*fl/fl*^ littermate mice (*Fg1l* ^LWT^) [23]. Mice were bred and housed at Janvier Laboratories (Le Genest St Isle, France) and transferred to the CREFRE US006 animal care facility at 4–5 weeks of age. 6‐week‐old C57BL/6J were purchased from Envigo. Mice were housed in a specific and opportunistic pathogen‐free facility under a 12‐h light‐dark cycle with *ad libitum* access to water and standard laboratory mouse chow diet (SAFE A04), in accordance with the European Union guidelines, and then subjected to a dietary challenge between 6 and 8 weeks of age. A set of *Fgl1* ^LWT^ and *Fgl1* ^LKO^ mice was fasted overnight (15 h) prior to euthanasia. Liver and adipose tissue weight relative to total body weight was represented as liver or adipose tissue (%). The study was performed in compliance with the European guidelines for the use and care of laboratory animals, and approved by an independent ethics committee (CEEA 122) under the authorization numbers APAFIS #40791–202 302 021 502 788.

*Steatosis model*—*Fgl1* ^LWT^ and *Fgl1* ^LKO^ mice were fed a normal chow (SAFE A04) or a western diet containing 35% sucrose, 20% lipids, and 0.15% cholesterol (Research diet D12079B) for 16 weeks with free access to water.

*Acute liver injury—Fgl1* ^LWT^ and *Fgl1* ^LKO^ were administered carbon tetrachloride (CCl_4_, 0.5 μL/g) intraperitoneally, and tissues and samples were collected after 24 h.

*Oral glucose tolerance test*—Mice were housed in clean cages without food for 15 h. Baseline glycemia was first measured from a drop of blood harvested at the tail vein using a glucometer (FreeStyle Optium Neo, Abbott). Thirty minutes later, mice were administered a 1.5 g/kg bolus of a D‐Glucose solution *per os*. Glycemia was recorded over 120 min.

*Hepatocellular carcinoma model—Fgl1* ^LWT^ and *Fgl1* ^LKO^ mice were fed a western diet containing 35% sucrose, 20% lipids, and 0.15% cholesterol (Research diet D12079B) with weekly intraperitoneal injection of carbon tetrachloride (CCl_4_, 0.2 μL/g) [24] for 24 weeks.

### 2.2 Genotyping

After digestion with 25 mM NaOH, 0.2 M EDTA, and neutralization with 40 mM Tris–HCl, PCRs were performed using the following primers:

Alb‐CRE:

- F1‐TGCAAACATCACATGCACAC,
- F2‐GAAGCAGAAGCTTAGGAAGATGG,
- R‐TTGGCCCCTTACCATAACTG,
- LoxP sites:
- F‐TGTGCAGACTGTCATCTCAGTACAGCC,
- R‐TGTGCAGACTGTCATCTCAGTACAGCC.

The excision of *FGL1* in the hepatocytes was confirmed using primers flanking exon 2:

- F‐TGTGCAGACTGTCATCTCAGTACAGCC,
- R‐GGCAGAGCTCGAGCATTAGCAGA.

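On GRCm39, the forward primer TGTGCAGACTGTCATCTCAGTACAGCC matched chromosome 8 from 41663427 to 41663453 on the minus strand, the strand of *Fgl1*, and the reverse primer GGCAGAGCTCGAGCATTAGCAGA matched from 41662388 to 41662410 on the plus strand. They span 1066 bp of the reference, which carries no loxP site. In the GENCODE annotation, *Fgl1* lies on chromosome 8 from 41644457 to 41668205, and its principal transcript has 8 exons and 1146 bases. Its exon 1 is untranslated, and its exon 2 holds the start codon. The span between the primers contains exon 3 of this transcript, from 41662734 to 41662920, which is the second coding exon. Exon 3 has 187 bp, which is not a multiple of 3. Exon 2, from 41663464 to 41663543, lies outside the span, 10 bp from the forward primer. The qPCR primers for *Fgl1* match exons 4 and 5, from base 482 to base 583 of the transcript, so that their 102 bp amplicon lies outside exon 3.

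**Figure D1:**
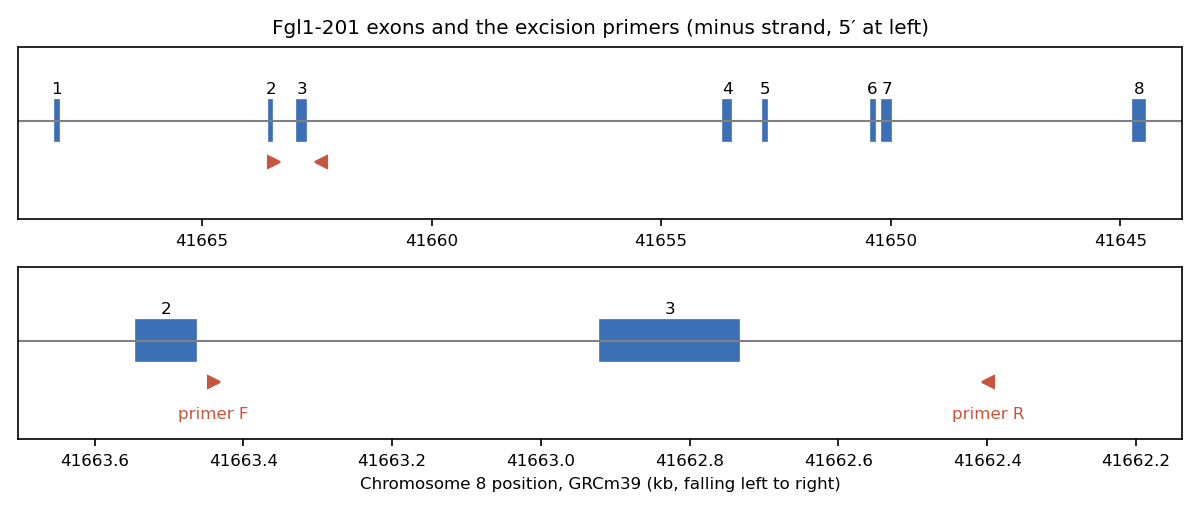
Exons of the principal *Fgl1* transcript (numbered boxes) and the excision primers (arrowheads in the direction of extension) on chromosome 8 of GRCm39 in kb, with the whole gene above and the primer region below. Exon 3 lies between the primers and exon 2 outside them.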

### 2.3 Biochemical Analysis

Whole blood was collected with K_3_‐EDTA (Sigma) to prevent clotting, and the plasma was prepared by two successive centrifugations (3000 rpm at 4°C for 5 min). Levels of triglycerides, cholesterol, alanine, and aspartate aminotransferases were determined by the Anexplo Phenotyping facility using a Pentra400 biochemical analyzer (HORIBA Medical, Kyoto, Japan). Blood β‐Hydroxybutyrate levels were measured from a drop of blood harvested at the tail vein using a FreeStyle Optium Neo (Abbott). Liver and spleen iron content were determined as previously described [25].

### 2.4 Liver Glycogen Quantification

Frozen liver tissues were weighed, homogenized in 4% (v/v) ice‐cold perchloric acid (50 mg/mL) and centrifuged for 10 min at 8000 rpm and 4°C. Acid supernatant was neutralized, and glycogen was hydrolyzed for 1 h at 55°C with α‐(1‐4)‐(1‐6)‐amyloglucosidase (10 mg/mL, Roche Applied Science). The amount of glucose released was quantified by measuring at 25°C the appearance of NADPH at 340 n; 250 μL final volume containing 100 mM Tris (pH 8.5), 15 mM MgCl2, 0.5 mM NADP, and 0.7 mM ATP was added, followed by the addition of 1 unit of glucose‐6‐phosphate dehydrogenase (Roche Diagnostics) for 10 min. After a first lecture at 340 nm, 1.5 units of hexokinase (Roche Diagnostics) were added for 15 min before measuring the final glucose released at 340 nm. Results were expressed as micromolar of glycogen per microgram of proteins per milligram of liver.

### 2.5 Neutral Lipids Analysis

Lipids from 1 mg of liver weight were extracted using the adapted Bligh and Dyer method [26] in dichloromethane/methanol (2% acetic acid)/water (2.5:2.5:2 v/v/v). Stigmasterol, cholesteryl heptadecanoate, and glyceryl trinonadecanoate were used as internal standards. The solution was centrifuged at 2500 rpm for 6 min. The organic phase was collected and dried under nitrogen, then dissolved in 20 μL of ethyl acetate. 1 μL of the lipid extract was analyzed by liquid–gas chromatography on a Trace 1600 (Thermo Electron) system using a RTX‐5 Restek fused silica capillary column (5m × 0.25 mm ID, 0.50 μm film thickness) [27]. The oven temperature was programmed from 200°C to 350°C at a rate of 5°C per minute, and the carrier gas used was hydrogen (0.5 bar). The injector and detector temperatures were set at 315°C and 345°C, respectively.

### 2.6 RNA Extraction, RT and qPCR

Total RNA from mouse tissues was extracted by the Trizol (MRC)/Chloroform (Sigma) method. Complementary cDNA was synthesized using M‐MLV Reverse transcriptase (Promega). Messenger RNA (mRNA) expression levels were assessed by quantitative polymerase chain reaction (RT‐qPCR) using Takyon SYBR green (Eurogentec) and run on a LightCycler480 (Roche) apparatus. Sequences of the primers used were:

- *Scd1*: F‐TGGAGACGGGAGTCACAAGA, R‐ACACCCCGATAGCAATATCCAG;
- *Fasn*: F‐TACAACCTCTCCCAGGTGTG, R‐CCTCCCGTACACTCACTCGT;
- *Acta2*: F‐CCAGCCATCTTTCATTGGGATG, R‐AGCATAGAGATCCTTCCTGATGT;
- *Col1a1*: F‐CGATGGATTCCCGTTCGAGT, R‐GAGGCCTCGGTGGACATTAG;
- *Cd45*: F‐AGGTGTCCTCCTTGTCCTGT, R‐TGTACACACCCACAGCACTC;
- *Emr1*: F‐AAGGACACGAGGTTGCTGACC, R‐GCCAATCTGGAAAATGCCC;
- *Fgl1*: F‐CGATCTGATGGCAGTGAGAACT, R‐TTTGTTACCCAGCCAGTATTCG;
- *Il6*: F‐CTCTGCAAGAGACTTCCATCCAGT, R‐CGTGGTTGTCACCAGCATCA;
- *Ly6g*: F‐CTCCTGCAAGCAGACAGTGAT, R‐GGGTAGTGATGGCTCAAGGTC;
- *Cd3e*: F‐GGACAGTGGCTACTACGTCTGCT, R‐CACACAGTACTCACACACTCGAGC;
- *Ddit3*: F‐AGCCAGAATAACAGCCGGAAC, R‐TTCTGCTTTCAGGTGTGGTGG;
- *Socs3*: F‐TTAAATGCCCTCTGTCCCAGG, R‐TGTTTGGCTCCTTGTGTGCC;
- *Pck1*: F‐GGGGTGTTTGTAGGAGCAGC, R‐GGCCAGGTATTTGCCGAAGT;
- *G6pc*: F‐CTGCTCACTTTCCCCACCAG, R‐GAATCCAAGCGCGAAACCAAA;
- *Rpl4*: F‐TGAAAAGCCCAGAAATCCAA, R‐AGTCTTGGCGTAAGGGTTCA;
- *Ptgs2*: F‐GCCTCCCACTCCAGACTAGA, R‐ACAGCTCAGTTGAACGCCTT;
- *Chac1*: F‐AAGATGAGCACCTGGAAGCC, R‐CTTGGCTCCTCAGGTCAGTG;
- *Acsl4*: F‐TGGTCAGGGATATGGGCTGA, R‐CCACCTTCCTGCCAGTCTTT;
- *Hamp*: F‐AAGCAGGGCAGACATTGCGAT, R‐AAGCAGGGCAGACATTGCGAT;
- *Id1*: F‐ACCCTGAACGGCGAGATCA, R‐TCGTCGGCTGGAACACATG;
- *Smad7*: F‐GCAGGCTGTCCAGATGCTGT, R‐GATCCCCAGGCTCCAGAAGA;
- *Xbp1s*: F‐GAACATCTTCCCATGGACTC, R‐CCCAAAAGGATATCAGACTCAG.

Transcript abundance was normalized to the reference gene *Rpl4* and represented as a difference between reference and target genes within each group of mice (−ΔCt) ± standard deviation (SD).

### 2.7 RNA Sequencing

Pair‐end RNA sequencing was performed by BGI DNA company (China). Briefly, total liver mRNA was isolated from 8 weeks‐old *Fgl1* ^LWT^ and *Fgl1* ^LKO^ (*n* = 7 per genotype). After quality control, bulk mRNA was sequenced using the BGI DNBSEQ platform. After filtering, clean reads (150 bases) were aligned to the mouse genome (mm39) using HISAT. Bowtie2 software was used to align the clean reads to the reference genes. Identification of differentially expressed genes was performed using Dr. Tom software. RNAseq data and experimental details are available in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE291163.

### 2.8 Production of Recombinant FGL1

The production of Fc‐tagged mouse FGL1 was carried out as previously described [25]. *Fgl1* cDNA was cloned into pFUSEN‐hG2Fc vector (Invivogen). Recombinant protein was produced in Freestyle 293F cells (Invivogen). Recombinant protein was purified using Hitrap Protein A HP column on an ÄKTA pure chromatography system (GE healthcare) and eluted with 0.1 M Glycine pH 3.5. After concentration, FGL1 recombinant protein was resuspended in 0.9% NaCl. Protein purity and concentration were determined using Coomassie Imperial Protein Stain and Pierce bicinchoninic acid protein assay (Thermo Fisher Scientific).

### 2.9 Primary Hepatocytes

Hepatocytes were isolated from 8 to 12 weeks old wild type male C56BL/6 J mice using a two‐step collagenase perfusion as previously described [28]. Four to six hours after plating, cell media was changed to Williams'E media (ThermoFisher), 1% penicillin/streptomycin without serum supplemented with 10 μg/mL of Fc fragment or recombinant FGL1 for 15 h.

### 2.10 Western Blot

Cell samples were lysed in RIPA buffer (25 mM Tris–HCl pH 7.6, 150 mM NaCl, 1% NP‐40, 1% sodium deoxycholate, 0.1% SDS, ThermoScientific), supplemented with anti‐protease (Roche) and anti‐phosphatase cocktail 2 (Sigma). Liver biopsies were solubilized in protein extraction buffer (150 mM NaCl, 5 mM Tris–HCl, 0.5 M EDTA, 0.1% NP40), supplemented with anti‐protease (Roche) and anti‐phosphatase cocktail 2 (Sigma). Protein concentration was assayed by Pierce bicinchoninic acid protein assay (Thermo Fisher Scientific) and 5 μg of protein was loaded on a 4%–15% polyacrylamide gel (BioRad) and transferred on a nitrocellulose membrane. After blocking with Tris‐buffered saline containing 2.5% BSA and 0.15% Tween 20 (TBST‐BSA), membranes were incubated with the following antibodies from Cell Signaling Technologies diluted 1/1000 in TBST‐BSA: phospho‐AKT (Thr308, Rabbit mAb #13038), AKT (Rabbit mAb #9272), phosphor‐ERK1/2 (Thr202/Tyr204, Rabbit mAb#4376) and ERK1/2 (Rabbit mAb#4695). Membranes were then probed with an HRP‐linked anti‐rabbit secondary antibody (Cell signaling technology). Enzyme activity was developed using ECL prime reagent (GE Healthcare) on ChemiDoc XRS+ imaging system. Phosphorylation levels were normalized to the signal intensity for corresponding non‐phosphorylated proteins using Biorad Image Lab software and global quantitation tool.

### 2.11 Histology

Liver biopsies were fixed in 4% formaldehyde for 24 h before paraffin embedding. 5 μm sections of paraffin‐embedded livers were stained with hematoxylin and eosin (H&E, Sigma), picrosirius red (Sirius red, Abcam), Perls Prussian blue, or F4/80 (Cell signaling) according to standard protocols. A NAFLD activity score (NAS) [29] was computed.

### 2.12 Statistical Analysis

All data are expressed as mean ± standard deviation (SD). Statistical significance was assessed by Student's *t*‐test, 1‐ or 2‐way analysis of variance followed by post hoc test as specified in the Figure legends using GraphPad Prism version 10. P values < 0.05 were considered significant (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001).

## 3 Results

### 3.1 Hepatocyte‐Specific Deletion of *Fgl1* Promotes Body Weight Gain

While previous studies suggested that adipose tissue is a secondary source of FGL1, *Fgl1* expression was 200‐fold lower in inguinal (iWAT) or epididymal (eWAT) white adipose tissue than in the liver (Figure 1A). We isolated hepatocytes and non‐parenchymal cells (NPC) from mouse livers and confirmed that *Fgl1* is primarily expressed by hepatocytes (Figure 1B) indicating that hepatocyte‐derived *Fgl1* is the main source of plasma FGL1 (Figure 1A). *Fgl1* floxed mice were bred with mice expressing the CRE recombinase under the control of the albumin promoter to invalidate *Fgl1* specifically in hepatocytes (*Fgl1* ^LKO^). Excision of *Fgl1* exon 2 in hepatocytes led to a 170‐fold reduction in whole liver *Fgl1* mRNA expression compared to *Fgl1* ^LWT^ mice (Figure 1C). 

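Liver RNA of 8-week-old male mice on normal chow was sequenced from 8 *Fgl1* LWT mice, which carry the floxed *Fgl1* alleles without CRE, and from 8 *Fgl1* LKO littermates, in which the albumin promoter drives CRE in hepatocytes. Each library came from 1 mouse. The methods give 7 mice per genotype and the legend of Figure 1D gives 8, and all 16 mice were analysed here. The authors aligned the filtered reads to mm39 with HISAT and to the reference genes with Bowtie2. They deposited expression as FPKM, fragments scaled to the length of the transcript and to the number of mapped fragments, for 17003 genes listed by symbol and NCBI Gene number. These values already include the authors' scaling for transcript length and library size. The number of reads per library is unknown. The depth of the libraries relative to each other was estimated from 79 genes of low FPKM that were at 0 in 6 to 13 of the mice, on the assumption that their lowest values stand for single reads. Of 1086 ratios between such values, 58.1% were within 0.1 of 0, 1 or -1 on the log2 scale, against 15.0% for ratios spread evenly. The relative depth, taken from the ratios within 0.5 of 0 on this scale, so that a larger difference in depth would be missed, ranged from 0.95 to 1.01 in *Fgl1* LWT mice and from 1.0 to 1.03 in *Fgl1* LKO mice. The summed FPKM of a mouse ranged from 673153 to 786188 (median 709954.5) in *Fgl1* LWT mice and from 695123 to 738174 (median 721490) in *Fgl1* LKO mice. The mouse numbers were grouped here into 4 runs, 36 to 38, 48 to 55, 60 to 64 and 69 to 72. The labels name no such runs, and mouse 55 lies no nearer to 50 than to 60. The first run holds 3 *Fgl1* LWT mice only. Between 14116 and 14407 genes had a value above 0 in a mouse. The pairwise Pearson correlation of log2(FPKM + 1) across genes had a median of 0.987 both between mice of the same genotype and between mice of different genotypes, where genes are not independent replicates. For the comparison of genotypes, 12770 genes with a mean FPKM of at least 0.1 were kept. Their log2(FPKM + 1) values were compared with limma, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p-value. The paper names the Dr. Tom software for this step. The legend of Figure 1 names a test for panels B to H together, and neither it nor the methods name a correction for the number of genes. A fold change on the log2(FPKM + 1) scale understates the change of genes with low FPKM.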

We next compared the transcriptomic profiles of livers from *Fgl1* ^LWT^ *and Fgl1* ^LKO^ mice by RNA sequencing. 

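The FPKM of *Fgl1*, the targeted gene (NCBI Gene 234199), separated the genotypes in every mouse. In *Fgl1* LWT replicates 1 to 8, it was 201.1, 202.1, 157.8, 247.7, 1040, 376.0, 1331 and 480.4. In *Fgl1* LKO replicates 1 to 8, it was 51.0, 49.5, 13.2, 15.4, 89.1, 71.2, 36.2 and 90.0. The means were 504.5 ± 440.2 FPKM (SD, n = 8) in *Fgl1* LWT mice and 52.0 ± 30.0 FPKM (SD, n = 8) in *Fgl1* LKO mice, a ratio of 9.71. The lowest *Fgl1* LWT mouse lay above the highest *Fgl1* LKO mouse (exact permutation test, two-sided, p = 0.000155, the smallest p that 8 mice against 8 allow). The log2 fold change was -3.11 (standard error 0.49, adjusted p = 0.0725 from limma with Benjamini-Hochberg adjustment over 12770 genes). This was the smallest p-value of all genes, and it did not pass the threshold of 0.05. The genotypes are unevenly spread over the runs of mouse numbers. *Fgl1* passed with the run as a term (adjusted p = 0.025 from limma) and without the first run (adjusted p = 0.0453 from limma). It also passed after rescaling to an equal sum in each mouse (limma adjusted p = 0.0365) and with a replicate block (limma adjusted p = 0.0197). The replicate numbers do not pair the mice, so that the pass with this block carries no weight of its own. *Fgl1* also spread widely within a genotype. The highest *Fgl1* LWT value was 8.4 times the lowest, and the *Fgl1* LWT mice with the highest *Fgl1*, replicates 7 and 5, also had the highest FPKM of the acute-phase gene *Saa1*, 16268 and 13092.

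**Figure D2:**
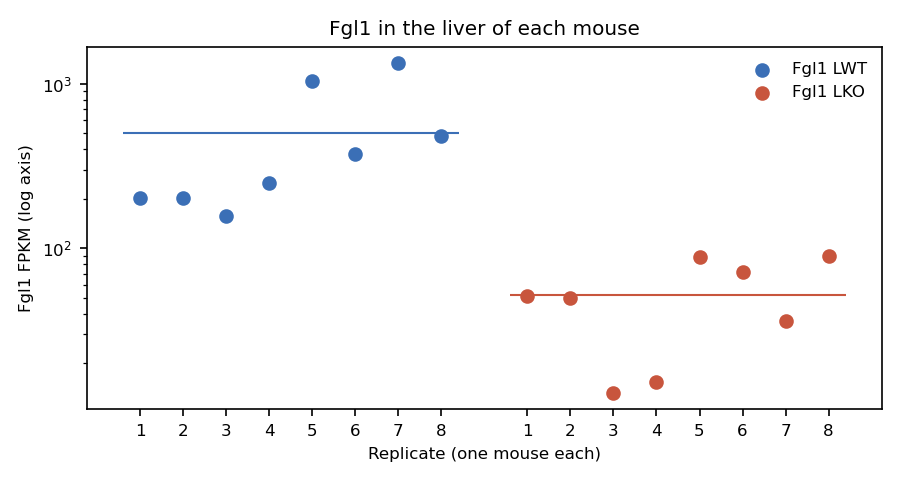
FPKM of *Fgl1* in the liver of each mouse on a log axis, by genotype and replicate, with the mean of each genotype as a line. The 8 *Fgl1* LWT mice sit between 157.8 and 1331 and the 8 *Fgl1* LKO mice between 13.2 and 90.0.

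Over all genes, 0 had an adjusted p-value under 0.05 (1, *Fgl1*, in the 4 alternative fits above) and 895 had an unadjusted p-value under 0.05. The genes *Lad1*, *Carmil1*, *Nfia*, *Plxna2*, *Fitm2*, *H1f2* and *Pla1a* ranked among the 21 smallest p-values together with *Fgl1* and 13 other genes. Over these 8 genes, all 8 had a limma p-value under 0.05 adjusted over the list alone. The paper chose this list on these samples, so that the adjusted values are not independent evidence. The number of genes moved most, to 46, when a change of at least 1.5-fold with an unadjusted p-value under 0.05 was counted, and 3 of the 8 genes were among them.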

We found that only 8 unrelated transcripts were differentially expressed between the two genotypes, suggesting that FGL1 had virtually no effect on liver transcription (Figure 1D). Consistent with the phenotype of mice with constitutive deletion of *Fgl1* [15], 8‐week‐old *Fgl1* ^LKO^ mice displayed increased body weight (Figure 1E) and inguinal fat (iWAT) deposits compared to wild‐type littermates (Figure 1D) but no difference in liver (Figure 1F) and epididymal (eWAT, Figure 1G) relative weight was observed.

**FIGURE 1:**
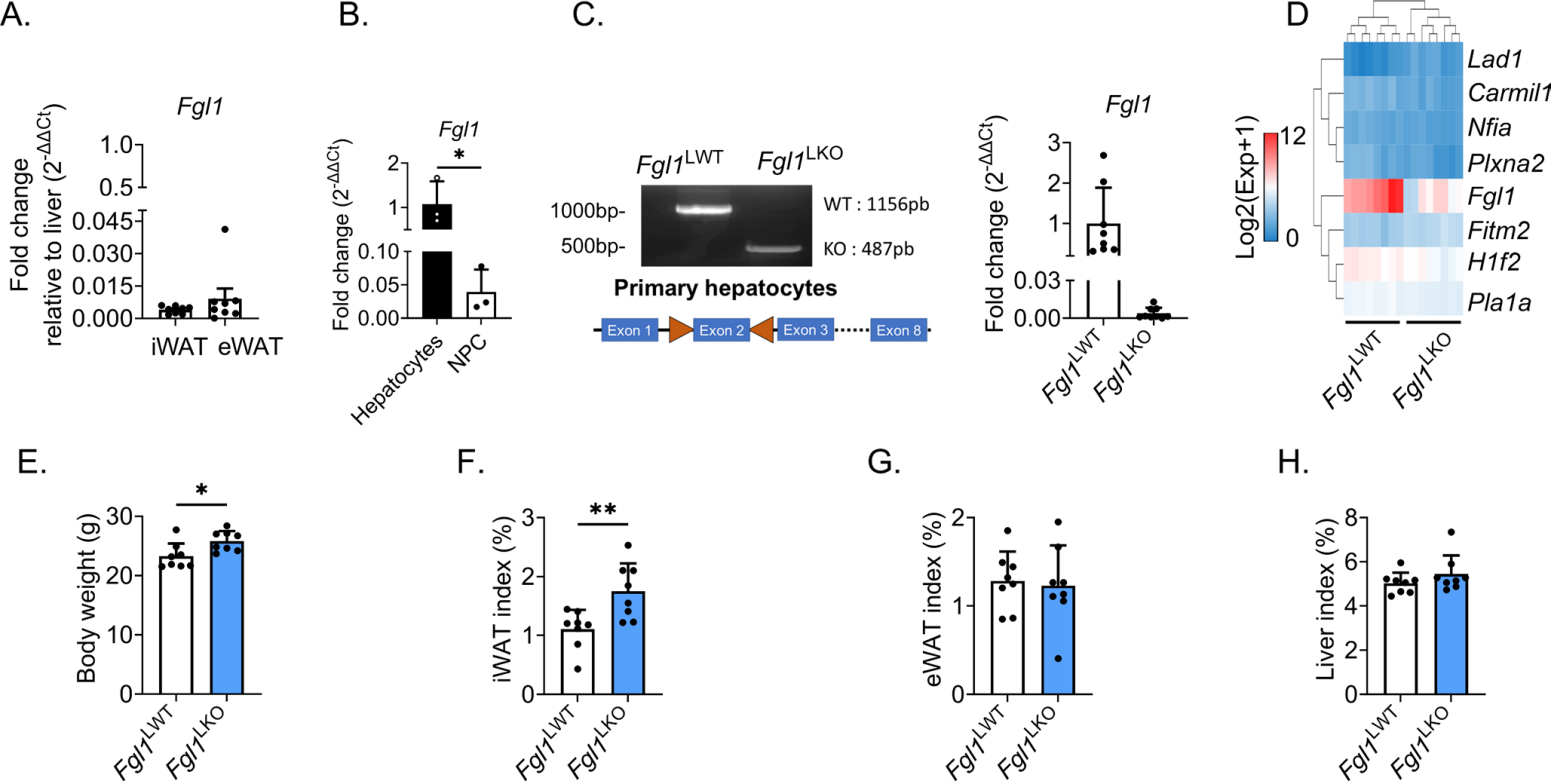
Hepatocyte specific deletion of *Fgl1* recapitulates the phenotype of whole‐body knockout mice. Fold change in *Fgl1* mRNA expression inguinal adipose tissue (iWAT) and epididymal adipose tissue (eWAT) relative to the liver (A) and in isolated non‐parenchymal cells relative to hepatocytes (B). Validation of *Fgl1* exon 2 excision in primary hepatocytes by PCR and qPCR (C). Heatmap of differentially expressed genes in the liver of *Fgl1* ^LWT^ (*n* = 8) and *Fgl1* ^LKO^ (*n* = 8) mice analyzed by mRNA sequencing (D). Body weight (E), liver (F), epididymal adipose tissue (eWAT, G) and inguinal adipose tissue (iWAT, H) weight relative to total body weight index (%) in *Fgl1* ^*LWT*^ (*n* = 8) and *Fgl1* ^LKO^ (*n* = 8) males mice fed a normal chow. Data are mean ± SD. Statistical significance was assayed by Student's *t*‐test (B–H). *p < 0.05, **p < 0.01.

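Of the other 7 genes of Figure 1D, 2 were higher and 5 were lower in *Fgl1* LKO mice. *Fitm2*, on chromosome 2 from 163308228 to 163314576 (GRCm39, GENCODE annotation), rose from 10.3 ± 1.48 FPKM (SD, n = 8) in *Fgl1* LWT mice to 15.2 ± 2.25 FPKM (SD, n = 8) in *Fgl1* LKO mice. It was the only one of the 7 genes whose genotypes did not overlap (exact permutation test, two-sided, p = 0.000155, adjusted over the 8 genes 0.000622). *Fgl1* LWT replicate 8 was its lowest mouse, with 6.9 FPKM. Over the 12770 genes, 2 reached the smallest p of an exact rank-sum test (0.000155), and chance gives 1.98 such genes. Full separation of the genotypes is thus not evidence by itself for a gene chosen on these samples. *Lad1*, on chromosome 1 from 135746332 to 135761080, rose from 1.23 ± 0.51 to 2.72 ± 0.79 FPKM (exact permutation test, p = 0.000777). Their log2 fold changes were 0.52 and 0.74, and both had an adjusted p-value of 0.341 from limma over all genes. *Plxna2*, on the same chromosome from 194300526 to 194499177, fell from 4.61 ± 1.38 to 2.53 ± 0.87 FPKM. Its exact permutation p of 0.00451 was the largest of the 7 genes. *H1f2* and *Carmil1* lie close together on chromosome 13, from 23922791 to 23924350 and from 24196327 to 24465310. *H1f2* fell from 57.4 ± 7.50 to 39.6 ± 7.98 FPKM and *Carmil1* from 5.08 ± 0.93 to 3.17 ± 0.75 FPKM. *Nfia*, on chromosome 4 from 97660971 to 98007111, fell from 3.71 ± 0.55 to 2.72 ± 0.41 FPKM. *Pla1a*, on chromosome 16 from 38212369 to 38253537, fell from 34.0 ± 2.92 to 28.4 ± 1.90 FPKM, a log2 fold change of -0.25 and the smallest of the 7. For each of the 7 genes, all 8 *Fgl1* LKO mice lay on the same side of the *Fgl1* LWT median.

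**Figure D3:**
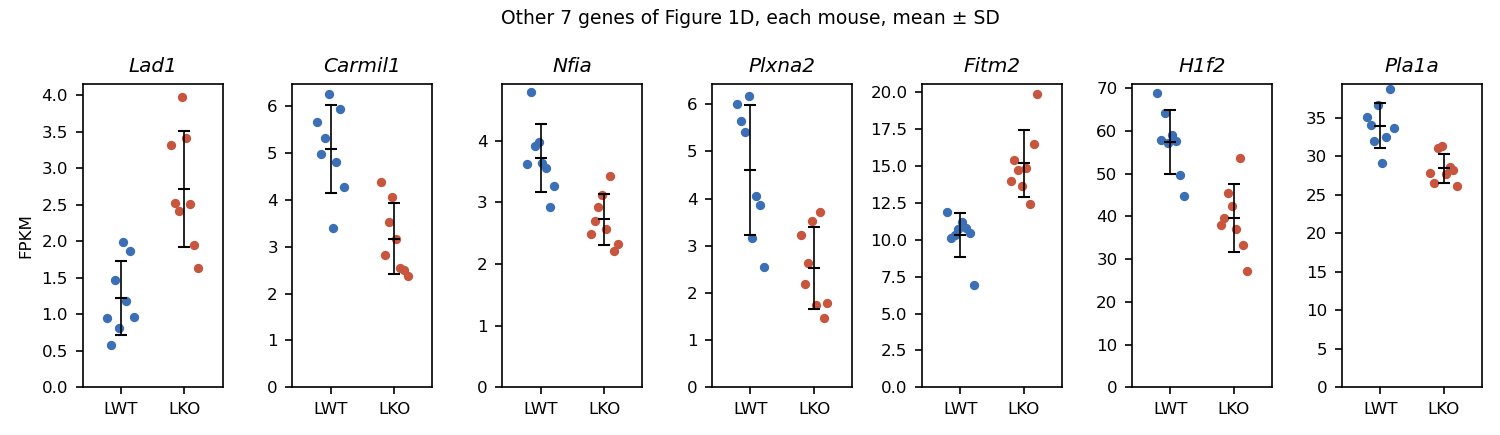
FPKM of the other 7 genes of Figure 1D in each mouse, with the mean and SD of each genotype in black. *Fitm2* is the only gene whose genotypes do not overlap, and the values of each of the other 6 overlap between genotypes.

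The direction of each of the 7 genes was the same under all 30 alternative settings of the processing.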

### 3.2 Deletion of Hepatocytes *Fgl1* Does Not Significantly Alter Glucose Metabolism

*Fgl1* whole‐body knockout mice presented with elevated glucose circulating levels after starvation [14, 16]. To determine whether hepatocyte FGL1 regulates glucose metabolism, *Fgl1* ^LWT^ *and Fgl1* ^LKO^ mice were subjected to a 15‐h fasting. The level of the ketone body β‐hydroxybutyrate was comparable between genotypes after fasting (Figure 2A) but *Fgl1* ^LKO^ mice exhibited a slightly increased glycemia and a trend toward a lower liver glycogen content (Figure 2B,C). The hepatic expression of phosphoenolpyruvate carboxykinase (*Pck1*) was similar between genotypes, and we observed a modest yet significant reduction in glucose‐6‐phosphatase (*G6pc*, Figure 2D) expression in the liver of *Fgl1* ^LKO^ mice compared to *Fgl1* ^LWT^ mice, suggesting that the gluconeogenic activity was not altered by *Fgl1* ablation. The phosphorylation level of the kinases AKT and ERK1/2 that are activated by the insulin receptor was also comparable in the liver of *Fgl1* ^LWT^ and *Fgl1* ^LKO^ mice (Figure 2E,F). While *Fgl1* ^*LKO*^ animals exhibited a slightly increased fasting glycemia (Figure 2B), the glucose response was similar between genotypes during an oral glucose tolerance test (oGTT, Figure 2G). Collectively, these results indicate that the phenotype of mice with whole‐body ablation of *Fgl1* [15, 30] is attributable to hepatocyte‐derived FGL1. To examine whether FGL1 exerts autocrine effects on insulin signaling [9, 12, 31], primary mouse hepatocytes were treated for 15 h with 10 μg/mL of recombinant Fc fragment (hIgG2) or Fc‐FGL1 in the presence of insulin. FGL1 had no effect on the phosphorylation of ERK1/2, but a faster induction of AKT was observed (Figure 2H) suggesting that FGL1 could increase insulin sensitivity in vitro.

**FIGURE 2:**
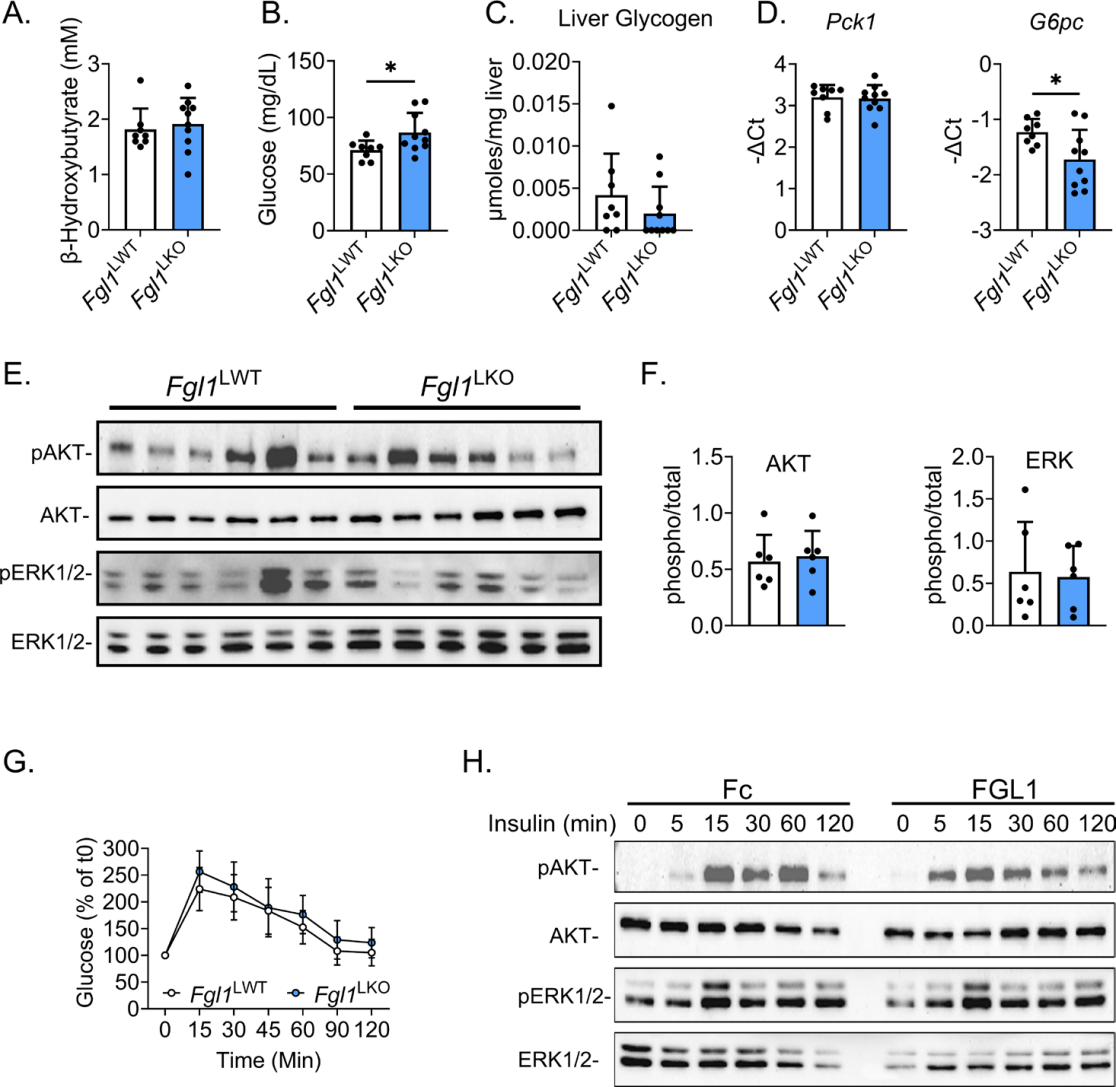
FGL1 does not have a major impact on glucose metabolism. Fasting blood β‐hydroxybutyrate (A) and glucose (B) and liver glycogen (C) levels were measured in *Fgl1* ^LWT^ or *Fgl1* ^LKO^ mice (*n* = 7 per genotype). *Pck1* and *G6pc* (D) mRNA expression (*n* = 8) and (E) phosphorylation levels of AKT (Thr308) and ERK1/2 (Thr202/Tyr204) (*n* = 6) in the liver of *Fgl1* ^LWT^ and *Fgl1* ^LKO^ mice. Total AKT and ERK were used as controls for quantification (F). Oral glucose tolerance test (1.5 g/kg, F) in *Fgl1* ^LWT^ (*n* = 6) or *Fgl1* ^LKO^ (*n* = 8) mice fed a normal chow (G). Phosphorylation levels of AKT (Thr 308) and ERK1/2 (Thr202/Tyr204) in hepatocytes stimulated with 100 nM of insulin after a 15 h treatment with recombinant Fc or FGL1 (10 μg/mL) (H). Data are mean ± SD and were compared by Student's *t*‐test (A–F) or Two‐way ANOVA followed by Holm‐Šídák's multiple comparisons test (G). *p < 0.05.

### 3.3 Deletion of Hepatocyte *Fgl1* Promotes Metabolic Alterations Induced by Western Diet

Previous studies suggested that FGL1 could be involved in the pathogenesis of MASLD [9, 10, 14, 15, 32] but it is unclear whether this contribution is protective or detrimental. In order to investigate the contribution of hepatocyte‐derived FGL1 in MASLD, 6–8 week‐old *Fgl1* ^LWT^ and *Fgl1* ^LKO^ male mice were fed a normal chow or a western diet for 16 weeks to induce obesity coupled with reduced glucose tolerance, hepatic steatosis, and inflammation [33]. Both genotypes gained a comparable weight at a similar rate when fed either a normal chow (Figure 3A) or a western diet (Figure 3B). 22–24‐week‐old *Fgl1* ^LWT^ and *Fgl1* ^LKO^ fed a normal chow or a western diet showed a comparable glucose tolerance when subjected to an oral glucose tolerance test (Figure 3C,D). Glucose tolerance was similar between genotypes when mice were fed a normal chow, but glucose levels were slightly elevated in *Fgl1* ^LKO^ mice fed a western diet and subjected to an oral glucose tolerance test. Circulating triglycerides were unaffected by the dietary challenge, but *Fgl1* ^LWT^ and *Fgl1* ^LKO^ mice fed a western diet showed a significant increase in circulating cholesterol compared to mice fed a normal chow (Figure 3E,F). The liver to body weight ratio was marginally increased (2%) in *Fgl1* ^LKO^ mice fed a western diet in comparison to mice on a normal chow, but the ratios were similar between genotypes (Figure 3G). Circulating levels of alanine (ALAT) and aspartate aminotransferases (ASAT) (Figure 3H) were increased in mice fed a western diet compared to mice fed a normal chow, and to a greater extent in *Fgl1* ^LKO^ mice, suggesting a higher susceptibility to diet‐induced liver injury. Total liver expression of *Fgl1* was significantly reduced in *Fgl1* ^LKO^ mice fed a standard or a western diet (Figure 3I) compared to their wild‐type counterparts. *Pck1* mRNA expression was reduced in *Fgl1* ^LWT^ fed a western diet compared to mice fed a normal chow, and *Fgl1* ^LKO^ mice fed a western diet showed slightly elevated *Pck1* levels compared to their WT counterparts. iWAT relative weight was significantly increased only in *Fgl1* ^LKO^ mice fed a western diet in comparison to mice on a normal chow (Figure 3J) whereas the eWAT relative weight was significantly decreased in *Fgl1* ^LKO^ mice compared to *Fgl1* ^LWT^ mice (Figure 3L). Expression of *Fgl1* in iWAT (Figure 3K) or eWAT (Figure 3M) was low and unchanged by the dietary challenge in both genotypes, indicating that the absence of hepatocyte *Fgl1* is not compensated by the adipose tissue. Expression of genes involved in lipolysis, *Lipe* (encoding the hormone‐sensitive lipase) and *Pnpla2* (encoding the adipose triglyceride lipase) in the iWAT (Figure 3K) or the eWAT (Figure 3M) was comparable between groups and genotypes, suggesting that the lipolytic capacities of the adipose tissue deposits were not affected by the ablation of *Fgl1* in the liver. Lipoprotein lipase (*Lpl*) expression was significantly decreased in the iWAT of *Fgl1* ^*LWT*^ mice fed a WD compared to mice fed a NC (Figure 3K) but its expression in the eWAT was similar among the different groups (Figure 3M). The expression of the fatty acid transporter *Cd36* in the iWAT (Figure 3K) or in the eWAT (Figure 3M) was also unchanged. These results indicate that the deletion of *Fgl1* has a limited effect on MASH‐related liver injury and adipose tissue function at this time point. We next analyzed liver tissue sections stained with hematoxylin and eosin (H&E) or sirius‐red to assess the extent of liver damage. We observed that both *Fgl1* ^LWT^ and *Fgl1* ^LKO^ mice fed a western diet developed a comparable microvesicular steatosis in comparison to mice fed a normal chow (Figure 4A) whereas no sign of fibrosis was observed (Figure 4B). While the steatosis was comparable between *Fgl1* ^LWT^ and *Fgl1* ^LKO^ fed a western diet, a significant increase in the non‐alcoholic fatty liver disease activity score (NAS) was observed only in *Fgl1* ^LKO^ mice compared to their controls (Figure 4C). We observed a significant and similar increase in hepatic cholesterol and triglyceride levels when mice were fed a WD (Figure 4D,E). A mild induction in the lipogenesis marker *Scd1* was observed for both genotypes in mice fed a western diet compared to mice fed a normal chow, while the expression of the inflammation and steatosis marker *Fasn* was unchanged (Figure 4F). Consistent with the absence of notable fibrosis, hepatic mRNA expression of *Col1a1* encoding the pro‐α1 chain of procollagen or *Acta2* encoding the alpha smooth‐muscle actin was similar between animals fed a normal chow or a western diet (Figure 4G). mRNA expression of the inflammatory markers *Cd45* and *Emr1* (also known as F4/80, Figure 4H) was significantly increased in mice fed a WD, but no difference was observed between *Fgl1* ^LWT^ and *Fgl1* ^LKO^. While we previously described FGL1 as a BMP antagonist that regulates iron metabolism [25], *Fgl1* ^LWT^ and *Fgl1* ^LKO^ showed similar liver (LIC, Figure S1A,B) and spleen iron content (SIC, Figure S1C) when fed a standard or a western diet. Hepatic expression of the iron regulatory hormone hepcidin (*Hamp*) was reduced in mice fed a western diet in both genotypes (Figure S1D) but the expression of BMP target genes *Id1* and *Smad7* was unchanged (Figure S1D), indicating that iron metabolism is not affected by the ablation of *Fgl1* in this model. Expression of markers of ferroptosis, *Ptgs2, Acsl4*, *and Chac1* (Figure S1E) and ER stress markers *Ddit3* and *Xbp1s* (Figure S1F) was also similar between genotypes and treatments, which shows that the deletion of *Fgl1* in hepatocytes does not promote ferroptosis or ER stress. Altogether, these results suggest that the deletion of *Fgl1* has no to limited effect on MASH‐related liver injury at this time point.

**FIGURE 3:**
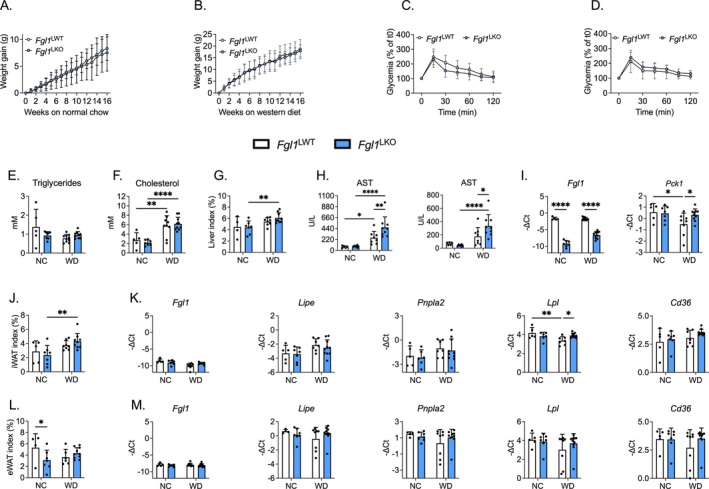
Deletion of *Fgl1* in hepatocytes sensitizes mice to diet‐induced liver injury. *Fgl1* ^LWT^ and *Fgl1* ^LKO^ male mice were fed a normal chow or a western diet for 16‐weeks. Body weight gain in mice fed a normal chow (A) or a western diet (B). Oral glucose tolerance test when mice were fed a normal chow (C) or a western diet (D). Circulating levels of triglycerides (E), cholesterol (F), liver weight relative to total body weight index (%) (G), aspartate (AST) and alanine (ALT) (H) aminotransferases, liver *Fgl1* and *Pck1* mRNA expression (I). iWAT (J) eWAT (L) weight relative to total body weight index (%) and mRNA expression of *Fgl1*, *Lipe, Pnpla2, Lpl* and *Cd36* (K–M). Data are mean ± SD (*Fgl1* ^*LWT*^ NC *n* = 5, *Fgl1* ^*LKO*^ NC *n* = 6, *Fgl1* ^*LWT*^ WD *n* = 8, *Fgl1* ^*LKO*^ WD *n* = 9) and were compared by Two‐way ANOVA followed by Holm‐Šídák's multiple comparisons test (A–D) or by Student's *t*‐test (D–M). *p < 0.05, **p < 0.01, and ****p < 0.0001.

**FIGURE 4:**
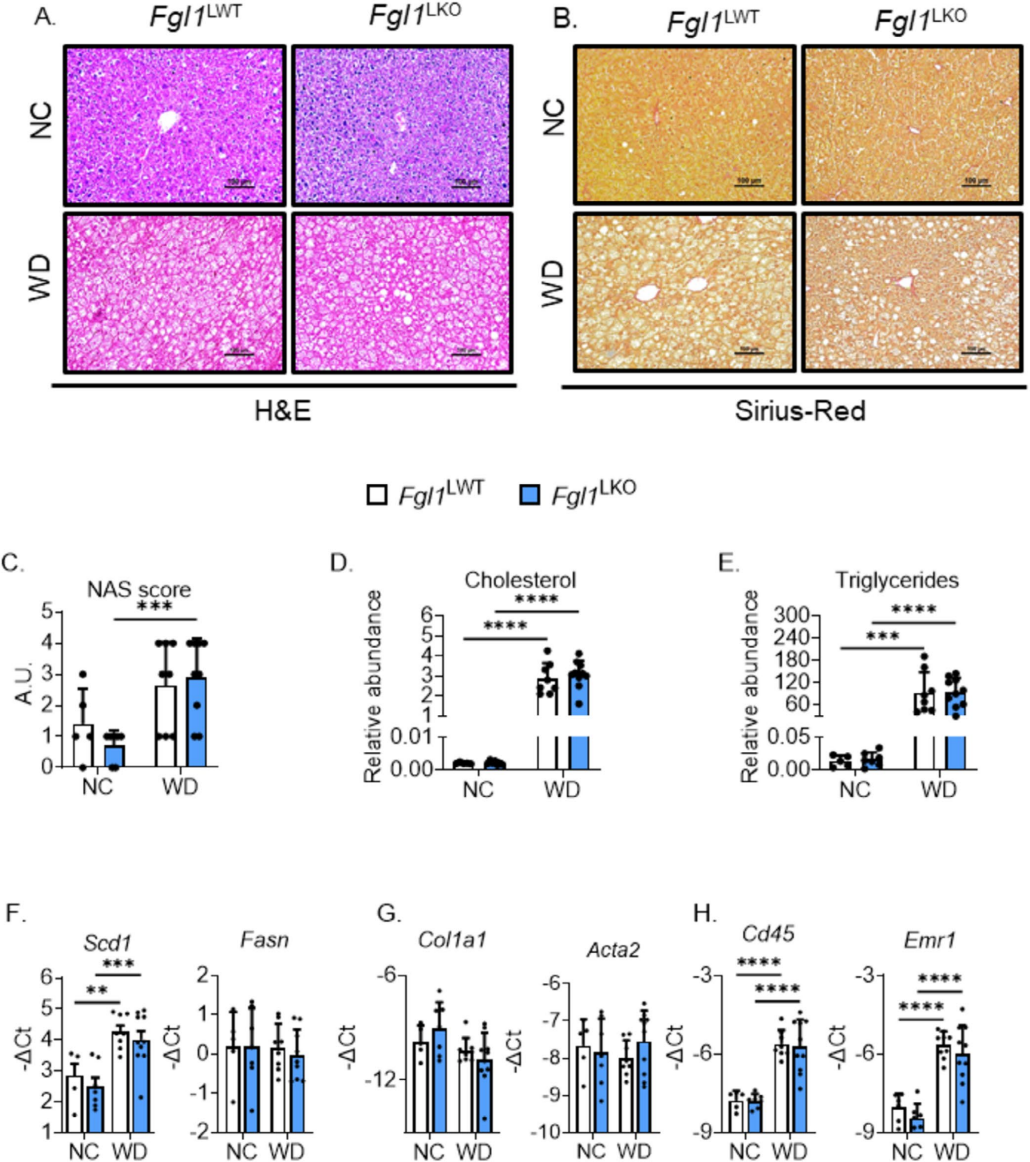
*Fgl1* ^LWT^ and *Fgl1* ^LKO^ mice displayed similar liver injury. Liver tissue sections were stained with hematoxylin and eosin (A) or Sirius red (B) and the Non‐Alcoholic Fatty Liver Disease Activity Score (NAS, C) was computed. Scale bar is 100 μm. Liver cholesterol (D) and triglycerides (E) content. mRNA expression of lipogenesis (*Scd1* and *Fasn*, F), fibrosis (*Col1a1, Acta2*, G) and immune cells markers (*Cd45* and *Emr1*, H) was measured by qPCR. Data are mean ± SD (*Fgl1* ^LWT^ NC *n* = 5, *Fgl1* ^LKO^ NC *n* = 6, *Fgl1* ^LWT^ WD *n* = 8, *Fgl1* ^LKO^ WD *n* = 9) and were compared by Two‐way ANOVA followed by Holm‐Šídák's multiple comparisons test. **p < 0.01, ***p < 0.001, and ****p < 0.0001.

### 3.4 FGL1 Deletion Does Not Influence the Progression of Hepatocellular Carcinoma

As FGL1 has also been described as a mediator of immune evasion [18], we assessed the effect of *Fgl1* deletion in the onset and progression of HCC using a protocol combining a western diet with weekly injection of carbon tetrachloride (CCl_4_) for 24 weeks [24]. In this model, both genotypes exhibited limited weight gain when fed a western diet (Figure 5A). After 24 weeks, both genotypes displayed a similar liver to body weight ratio (Figure 5B) and circulating levels of ALT and AST (Figure 5C,D). However, we observed that 30% of *Fgl1* ^LKO^ mice presented with macroscopic liver tumors (Figure 5E), suggesting an increased susceptibility to carcinogenesis in the absence of FGL1. We next examined the extent of liver damages and fibrosis on histological sections stained with hematoxylin and eosin or sirius red, and a NAS score was computed (Figure 5F,G). No difference was observed between *Fgl1* ^WT^ and *Fgl1* ^LKO^, indicating similar liver damages. mRNA levels of markers of inflammation (*Il6*), fibrosis (*Acta2* and *Col1a1*) (Figure 5H) and immune cell infiltration (*Cd45* for nucleated hematopoietic cells; *Ly6g* for monocytes, granulocytes and neutrophils; *Cd3e* for T‐cells, Figure 5I) were similar between both genotypes. We found that *Emr1* (macrophages) expression was increased in *Fgl1* ^LKO^ but the protein level was comparable when liver tissue sections were stained for F4/80 (Figure 5J). Similar to mice fed a western diet for 16 weeks, no difference in iron metabolism, ferroptosis, and ER stress was observed between *Fgl1* ^WT^ and *Fgl1* ^LKO^ mice (Figure S2). Thus, the deletion of *Fgl1* in hepatocytes does not influence the installation and progression of hepatocellular carcinoma.

**FIGURE 5:**
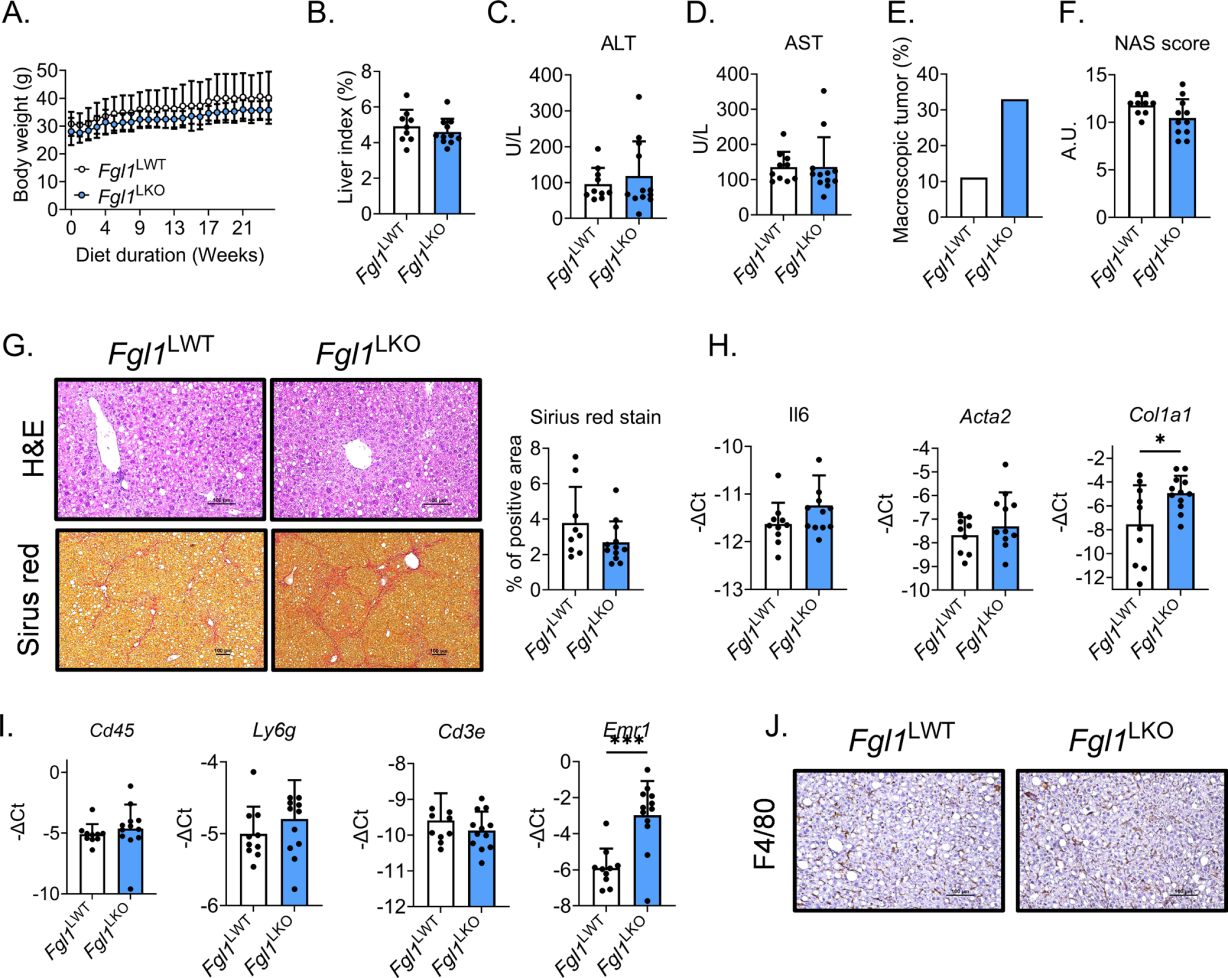
FGL1 does not contribute to the progression of fibrosis and hepatocellular carcinoma. *Fgl1* ^LWT^ (*n* = 11) and *Fgl1* ^LKO^ (*n* = 9) male mice were fed a western diet for 24 weeks and given weekly intraperitoneal injections of carbon tetrachloride (CCl_4_, 0.2 μL/g). Body weight (A), liver weight relative to total body weight index (%) (B) and circulating alanine (ALT, C) and aspartate (AST, D) amino transferase levels. Percentage of observed liver macroscopic tumors (E). NAS score (F) and liver tissue sections stained with hematoxylin or picrosirius red (G). Liver mRNA expression of inflammation, fibrosis (H) and immune cells infiltration (I) markers were measured by qPCR. Liver sections were stained for F4/80 (J). Data are mean ± SD and were compared by Two‐way ANOVA followed by Holm‐Šídák's multiple comparisons test (A) or Student's *t*‐test (B–J). *p < 0.05, ***p < 0.001.

### 3.5 FGL1 Is Dispensable During Acute Liver Injury

To evaluate the role of FGL1 in acute inflammation and liver injury, we compared the phenotype of *Fgl1* ^WT^ and *Fgl1* ^LKO^ mice 24 h after a single dose of CCl_4_ (0.5 μL/g). Deletion of *Fgl1* had no effect on body weight and liver to body relative weight (Figure S3A,B). Both genotypes exhibited comparable histological lesions (Figure S1C) and remarkably high circulating AST and ALT levels (Figure S3D,E). Complete blood count analysis showed a similar count of white blood cells (WBC), lymphocytes (LYM), monocytes, eosinophils, basophils, blasts (MID) and neutrophils, monocytes, eosinophils, and basophils (GRA; Figure S3F–I). While the expression of *Fgl1* was significantly reduced in *Fgl1* ^LKO^ mice (Figure S3J), the expression of inflammatory markers *Cd45, Emr1, Ly6g, Cd3e*, and *Il6* was comparable between genotypes. These results indicate that FGL1 does not influence the severity of acute liver injury.

### 3.6 *FGL1* Expression Is Repressed During the Progression of MASLD in Mice and Human

Retrospective analysis of published datasets from studies of MASH or HCC patients (GSE48452 [34], GSE164760 [35] and GSE14520 [36]) revealed that *FGL1* expression was significantly reduced in patients with MASH and HCC (Figure 6A–C). We therefore decided to study the time course of *Fgl1* mRNA expression in the liver of mice fed a western diet for 8 weeks. We observed a gradual increase in steatosis and NAS score (Figure 6D,E) over 8 weeks; at this time point, circulating levels of ALT and AST were unchanged (Figure 6F). *Fgl1* mRNA expression was first induced after 4 weeks but decreased significantly 4 to 8 weeks after the mice were placed on a western diet (Figure 6G). Interestingly, while the expression of the inflammatory marker *Socs3* was unchanged (Figure 6H), *Fgl1* expression was inversely correlated with the expression of markers of ER stress (*Ddit3*) and immune cell infiltration (*Cd45*) (Figure 6I,J). These results indicate that *Fgl1* expression is repressed during the early phases of MASLD.

**FIGURE 6:**
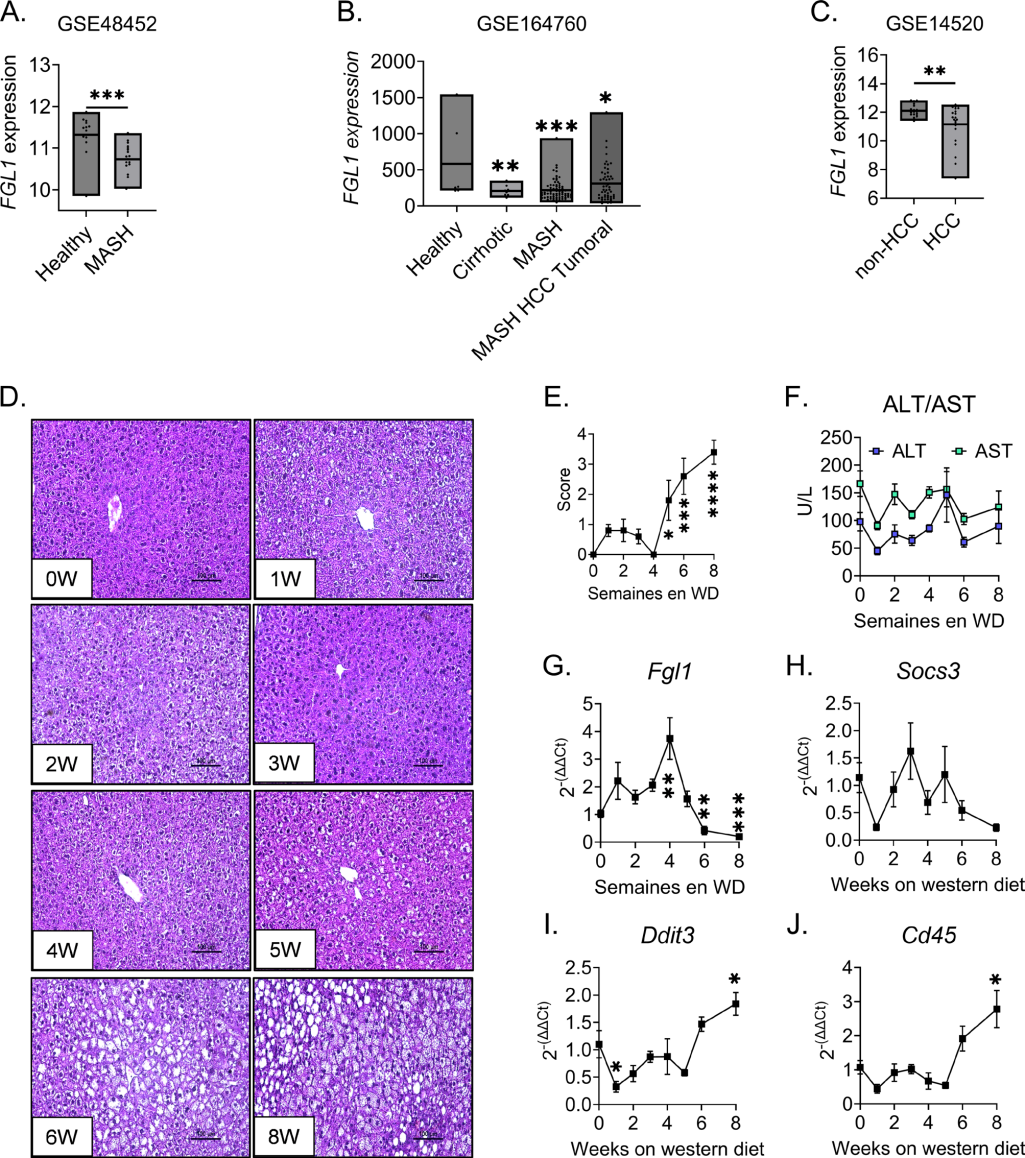
*Fgl1* expression is rapidly repressed during the onset of steatosis. Retrospective analysis of *FGL1* expression in published datasets GSE48452 (A), GSE164760 (B) and GSE14520 (C). Liver tissue sections stained with hematoxylin (*n* = 5 per time‐point) (D), NAS score (E) and circulating levels of ALT and AST (F) of mice fed a wester diet for 0–8 weeks. Corresponding liver *Fgl1* (G), *Socs3* (H), *Ddit3* (I) and *Cd45* (J) mRNA expression. Data are mean ± SD were compared by Student's *t*‐test (A–C) or One‐way ANOVA followed by Holm‐Šídák's multiple comparisons test (D–J). *p < 0.05, **p < 0.01, ***p < 0.001.

## 4 Discussion

Over the past decade, hepatokines have emerged as candidate contributing factors in the pathogenesis of MASLD [8], a complex pathology associated with multi‐organ metabolic dysfunctions. Among those, the importance of FGL1 in the progression of MASLD remains speculative. While its official symbol is FGL1 for fibrinogen‐like 1, it is also commonly referred to as hepassocin (HPS) or HFREP1 in studies that have yielded sometimes opposite conclusions depending on the strategy used to assess the potential function of FGL1 in metabolic diseases. These include transient knockdowns using shRNA, lentiviral‐based overexpression, recombinant protein administration in combination with diet or genetically (i.e., Ob/Ob mice)—induced metabolic dysfunctions. Since FGL1 is secreted by hepatocytes, we examined for the first time the metabolic functions of hepatocyte‐derived FGL1 using mice with specific ablation of *Fgl1* in hepatocytes. Similar to whole‐body knockout [14, 15], *Fgl1* ^LKO^ presented with increased adipose tissue deposits and slightly increased fasting glycemia compared to their littermate WT controls, indicating that the metabolic functions of FGL1 are primarily attributable to hepatocyte‐derived FGL1. As a non‐significant trend toward reduced liver glycogen stores was observed, an increase in glycogenolytic activity may explain the difference in glycemia observed between genotypes. Surprisingly, only seven genes that have never been previously linked to FGL1 were differentially expressed in the liver of mice lacking FGL1 compared to their WT controls. These genes do not encode for proteins related to FGL1, which excludes a potential compensation from homologous proteins. This clearly shows that FGL1 does not influence the liver transcriptional program. 

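A list of 21 genes whose proteins carry a fibrinogen-related domain, as FGL1 does, was tested. Of these, 15 passed the filter on low FPKM. None of the 15 passed the threshold, adjusted over all genes or adjusted over the list alone, and 0 had an unadjusted p-value under 0.05. Their smallest p-value adjusted over the list alone was 0.701. Genes of the list with a high mean FPKM included *Fgb*, *Fgg*, *Fga* and *Angptl4*. *Fgb* had 4755 ± 1268 FPKM (SD, n = 8) in *Fgl1* LWT mice and 5335 ± 1912 FPKM (SD, n = 8) in *Fgl1* LKO mice. *Angptl4* had a log2 fold change of 0.66, with an adjusted p-value of 0.709 from limma over all genes. It was 0.36 without *Fgl1* LWT replicate 7, the lowest of its genotype, 0.79 with the run of mouse numbers as a term and 0.95 without the first run (adjusted p = 0.738, 0.614 and 0.773 from limma). *Fga*, *Fgb* and *Fgg*, the genes of the fibrinogen chains, had log2 fold changes of 0.08, 0.13 and 0.09, and all 3 were below 0 when the run of mouse numbers was a term or when the 3 *Fgl1* LWT mice of the first run were left out. As a set, the list did not differ between genotypes (camera with a preset correlation of 0.01, p = 0.512), nor with an estimated correlation (p = 0.683) or with fry (p = 0.419).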

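The first principal component of log2(FPKM + 1) over the 12770 genes held 28.0% of the variance and the second 13.1%. Neither separated the genotypes (exact permutation test of the scores, two-sided, p = 0.244 and 0.0859). The size of change that 8 mice against 8 can detect was estimated from simulated data with the means and residual SD of the real genes and no genotype effect, in which 200 of the 12770 genes were changed. Of the genes changed by 0.5 on the log2(FPKM + 1) scale, up or down, 79% were recovered at an adjusted p-value under 0.05. At a change of 1, 97% were recovered, and at a change of 2, 99.5%. The changed genes were drawn from all 12770, of which 10038 had a mean of at least 1 FPKM. In genes of low FPKM, such a change stands for a larger one in FPKM, and a downward change can fall below 0 FPKM. The shares therefore do not give the fold change in FPKM that can be detected. They also hold only for 200 changed genes. With fewer, the adjustment demands smaller p-values, so the shares do not carry over to a few changed genes. In the real data, *Fitm2* and *Lad1*, with log2 fold changes of 0.52 and 0.74, had an adjusted p-value of 0.341 from limma. The simulation draws each gene on its own, while the genes of a mouse vary together. The median residual SD within a genotype was 0.17 on the log2 scale, whereas that of *Fgl1* was 1.09. The paper bases its conclusion on the number of differing genes. From the absence of relatives of FGL1 among them, it excludes compensation by homologous proteins.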

Although *Fgl1* ^LKO^ and *Fgl1−/−* mice presented with a mild increase in fasting blood glycemia, glucose tolerance is similar between WT mice and mice lacking FGL1, and the ablation of *Fgl1* had no effect on insulin signaling in vivo. Exogenous FGL1 administration seemed to act as an insulin sensitizer in vitro, which contrasts with previous reports describing FGL1 as an inhibitor of insulin signaling [9, 11]. In line with our observations, WT and *Fgl1−/−* mice exhibited similar food and oxygen consumption, carbon dioxide generation, heat production, and activity [15]. Only a minor reduction in respiratory exchange ratio was observed in *Fgl1−/−* mice, indicating that both genotypes are metabolically similar. Collectively, we show that FGL1 has little to no contribution to body metabolism in steady‐state conditions.

When fed a western diet for 16 weeks, a model that recapitulates the features of the pathology described in human [24], *Fgl1* ^LKO^ mice exhibited slightly elevated ASAT, ALAT, and triglyceride levels, suggesting an increased sensitivity to diet‐induced liver injury. However, we did not detect any difference in lipid accumulation in the liver, and the MASH phenotype was comparable to their WT controls. In mice, administration of recombinant FGL1 or its overexpression using a lentiviral vector was previously shown to induce insulin resistance through the ERK1/2 signaling pathway, whereas its lentiviral knockdown improved insulin resistance in mice fed a high‐fat diet or genetically obese Ob/Ob mice [9]. The same group also used lentiviral vectors or short‐hairpin RNA to show that, in mice fed a high‐fat diet for 12 weeks, overexpression of FGL1 increased hepatic lipid accumulation and NAFLD score, whereas its knockdown reduced the steatosis and the NAS score [10]. We observed a comparable increase in circulating transaminase levels in mice fed a western diet for 16 weeks compared to mice fed a normal chow. However, we reached opposite conclusions, as the genetic deletion of *Fgl1* in hepatocytes was accompanied by an increase in ALT, AST, and triglyceride levels compared to WT mice. Moreover, we did not observe any difference in ERK1/2 phosphorylation in the liver of *Fgl1* ^WT^ and *Fgl1* ^LKO^ and in primary mouse hepatocytes treated with FGL1. Our results are in line with a recent study showing that whole‐body *Fgl1* knockout developed a more pronounced steatosis than their WT counterparts when fed a high‐fat diet for 16 weeks or a methionine‐choline deficient (MCD) diet for 3 weeks [14]. Daily injections of recombinant FGL1 (1 mg/kg) for a week were sufficient to ameliorate the steatosis and insulin resistance in mice fed a high‐fat (16 weeks) or MCD (3 weeks) diet [14]. Similarly, *Fgl1* silencing using siRNA enhanced liver injury induced by D‐galactosamine in mice [31] whereas the administration of recombinant FGL1 to cynomolgus macaques limited the extent of liver injury induced by D‐galactosamine administration [37]. Of note, we tested the antibodies used to assess liver FGL1 protein levels in mouse [9, 10, 14] and observed a similar protein profile in liver extracts or tissue sections from WT or *Fgl1−/−* mice (data not shown) indicating that the commercial antibodies to mouse FGL1 lack specificity.

Importantly, we found that *Fgl1* expression was significantly increased after 4 weeks on a western diet (i.e., during the onset of the steatosis) and subsequently reduced after 6–8 weeks when the steatosis progressed. Two additional studies described a similar bi‐phasic regulation of *Fgl1* transcription during liver diseases. In mice fed a MCD diet, liver *Fgl1* mRNA expression was increased after a week and progressively decreased over 2–6 weeks of dietary challenge [14]. A similar downregulation of *Fgl1* mRNA expression was observed in MASH patients and in the liver of 4–12‐week‐old *Ob/Ob* mice. FGL1 protein levels were presumably increased when mice were fed a high‐fat diet containing 45% lipids and significantly reduced after 24–40 weeks [14]. An increase in FGL1 expression or protein levels was also observed in the liver of mice fed a high‐fat diet for 12 weeks [9, 10] but the mRNA expression data were not provided for these sets of mice. The transcription of *Fgl1* is regulated by inflammatory cytokines such as interleukin‐6 in cooperation with the hepatocyte nuclear factor 1α (HNF1α) [14, 38] and the high‐mobility group box 1 protein (HMGB1) which could explain the induction of *Fgl1* during the early phases [39]; however, we did not notice any change in the expression of the inflammatory marker *Socs3*. Similarly, *Fgl1* transcription is stimulated during ER stress [30] but the expression of the ER stress target gene *Ddit3* inversely correlated with *Fgl1* expression. The present work supports the most recent studies [14, 25, 40] suggesting that FGL1 may exert a protective function during the progression of steatosis, but its exact contribution and the mechanism regulating *Fgl1* expression during metabolic alterations are still unknown.

Interestingly, 8‐week‐old *Fgl1* ^LKO^ mice fed a normal chow displayed increased adiposity compared to their WT controls. A similar phenotype was observed in *Fgl1−/−* mice by Demchev and colleagues [15]. However, the same group that used lentiviral vectors to assess the contribution of FGL1 in MASLD described that lentiviral overexpression of *Fgl1* in epididymal fat pads increased the fat pads, whereas its inhibition decreased the high‐fat diet‐induced adiposity [32]. This further emphasizes the discrepancies between the genetic and lentiviral manipulation of FGL1, suggesting that the absence of FGL1 during development and at birth could predispose to a different response during metabolic cues in comparison to a transient inactivation. As the expression of *Fgl1* in adipose tissue is very low [41], the phenotype could also be attributable to lentiviral vectors off‐target effects. The molecular mechanisms involved in the inter‐organ dialogue between hepatocyte‐derived FGL1 and the adipose tissue therefore remain uncertain.

FGL1 has also been described as a mediator of immune evasion in certain cancers such as non‐small cell lung cancer or metastatic melanoma [18]. The binding of FGL1 to its receptor lymphocyte‐activating gene 3 (LAG3) at the cell surface of activated T lymphocytes promotes T cell exhaustion and inactivation and prevents their anti‐tumoral activity [18]. While we observed a trend toward more solid tumors in *Fgl1* ^LKO^ mice compared to *Fgl1* ^LWT^ mice, both genotypes exhibited a similar HCC phenotype. As the expression of LAG3 is low in the liver [42], the FGL1/LAG3 interaction may not contribute to liver cancer. Moreover, this mechanism has been recently questioned [19, 20] and FGL1 may only have a weak tumorigenic activity. Our results suggest that FGL1 does not exert a critical function during acute liver injury, but whether FGL1 contributes to the fibrogenic processes in the absence of metabolic stress is unknown.

FGL1 has been originally described as a hepatocyte mitogen [12, 31, 43, 44]. Although knockdown of FGL1 during zebrafish embryogenesis using morpholino reduced the proliferation of hepatocytes and the size of the liver, no change in liver weight was found in *Fgl1−/−* mice. In humans, the downregulation of FGL1 is observed in 20% [18] to 60% [40] of liver cancer cases, and its expression correlated with the degree of tumor differentiation. FGL1 is located on chromosome 8p, a region where cumulative allelic loss has been positively correlated with aggressive tumors [17, 45]. Conversely, high *FGL1* expression was significantly associated with larger tumor size and liver cirrhosis [46]. The study of FGL1 protein levels in humans will await the development of new analytical tools and standardized methods. Indeed, published results of FGL1 measurement using commercial ELISAs should be interpreted with caution, as the reported baseline levels in healthy patients varied by several orders of magnitude.

## Author Contributions

J.P., L.C., C.M.P.M., P.P., A.D., M.S., and J.D. performed experiments and analyzed data. J.P., H.G., and L.K. designed and supervised the study, analyzed data, and wrote the manuscript. All authors edited the manuscript.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** fsb270962‐sup‐0001‐Figures.docx.

## Data Availability

The data that support the findings of this study are available in the Sections 2 and 3 of this article.

# Supplementary material for: Ablation of Hepatocyte Derived‐FGL1 Does Not Aggravate Metabolic Dysfunction‐Associated Steatotic Liver Disease
**Source:** FASEB J. 2025 Aug 20;39(16):e70962. doi: 10.1096/fj.202501997R
**Supplement:** Supplementary file 1 — Figure S1: fsb270962‐sup‐0001‐Figures.docx.

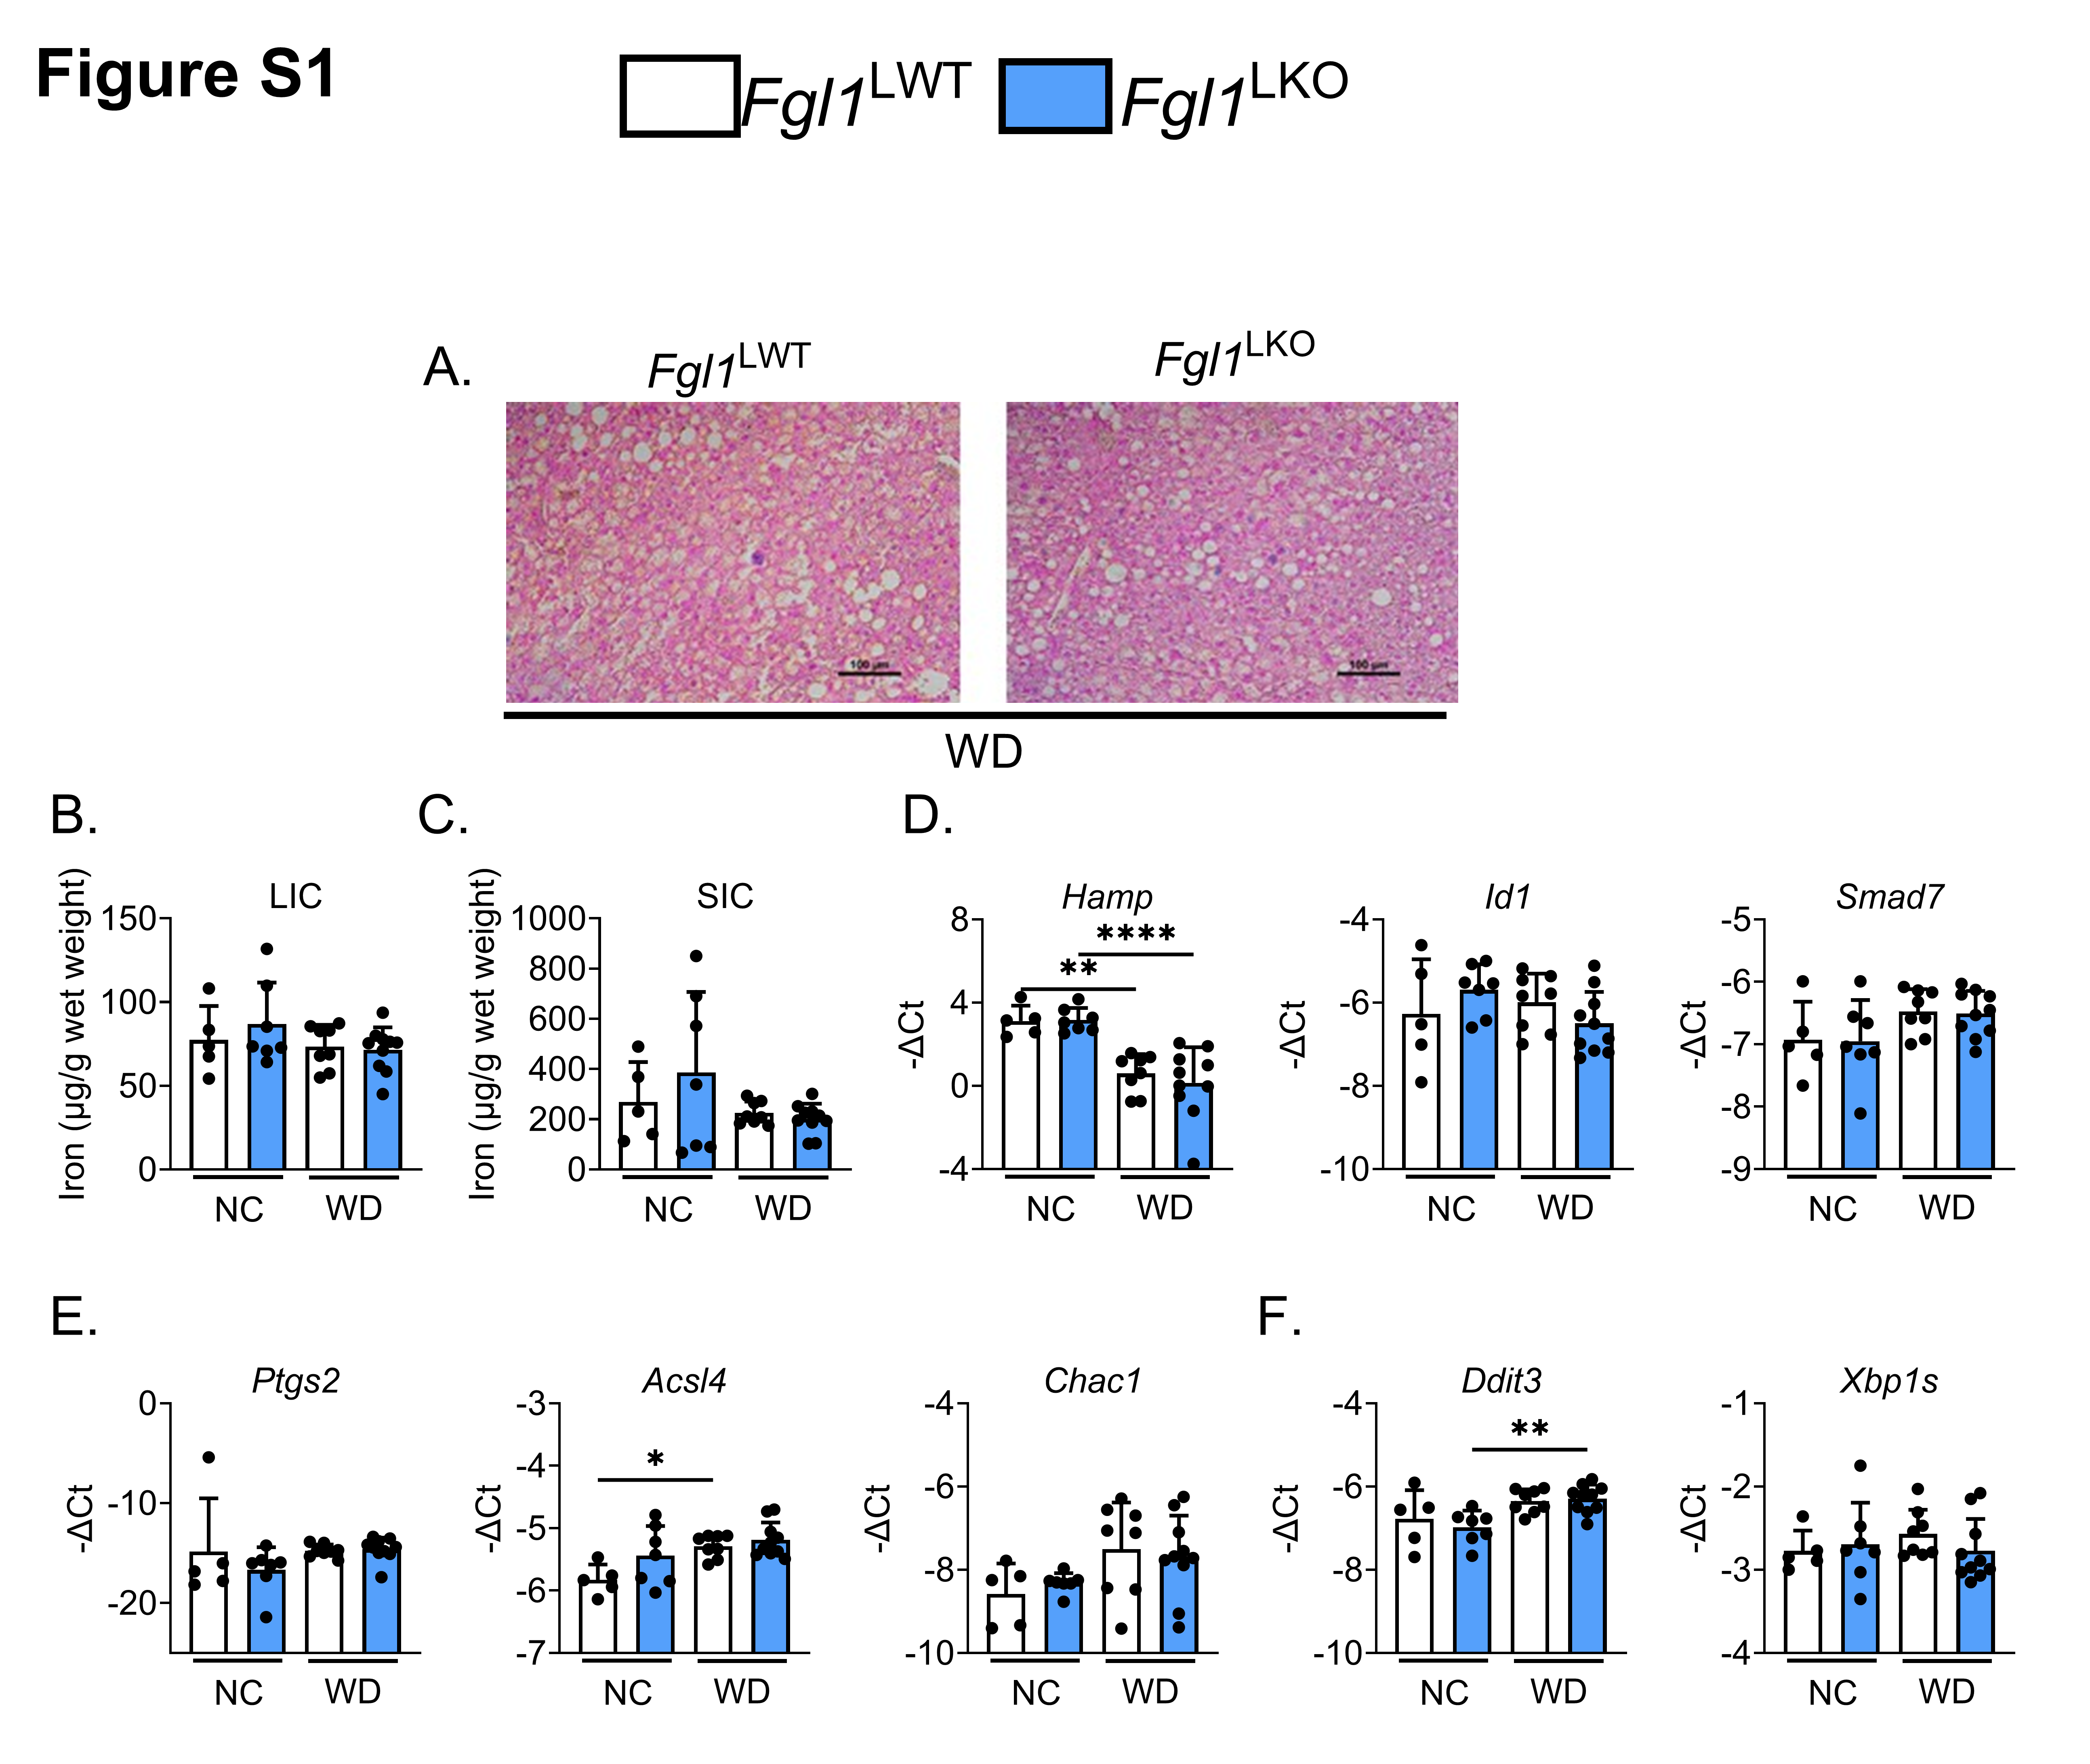

**Figure S1: Deletion of *Fgl1* does not impair iron metabolism during MASLD.** Liver tissue sections were stained with Perls prussian Blue (A). Liver (LIC, B) and spleen (SIC, C) non-heme iron content was measured. Liver mRNA expression of *Hamp, Id1* and *Smad7* (D), *Ptgs2, Acsl4* ,*Chac1* (E), *Ddit3* and *Xbp1s* (F). (n=5-10). Data are means ± SD and were compared by Two-way ANOVA followed by Holm-Šídák's multiple comparisons test, **p<0.01, ***p<0.001, ****p<0.0001.

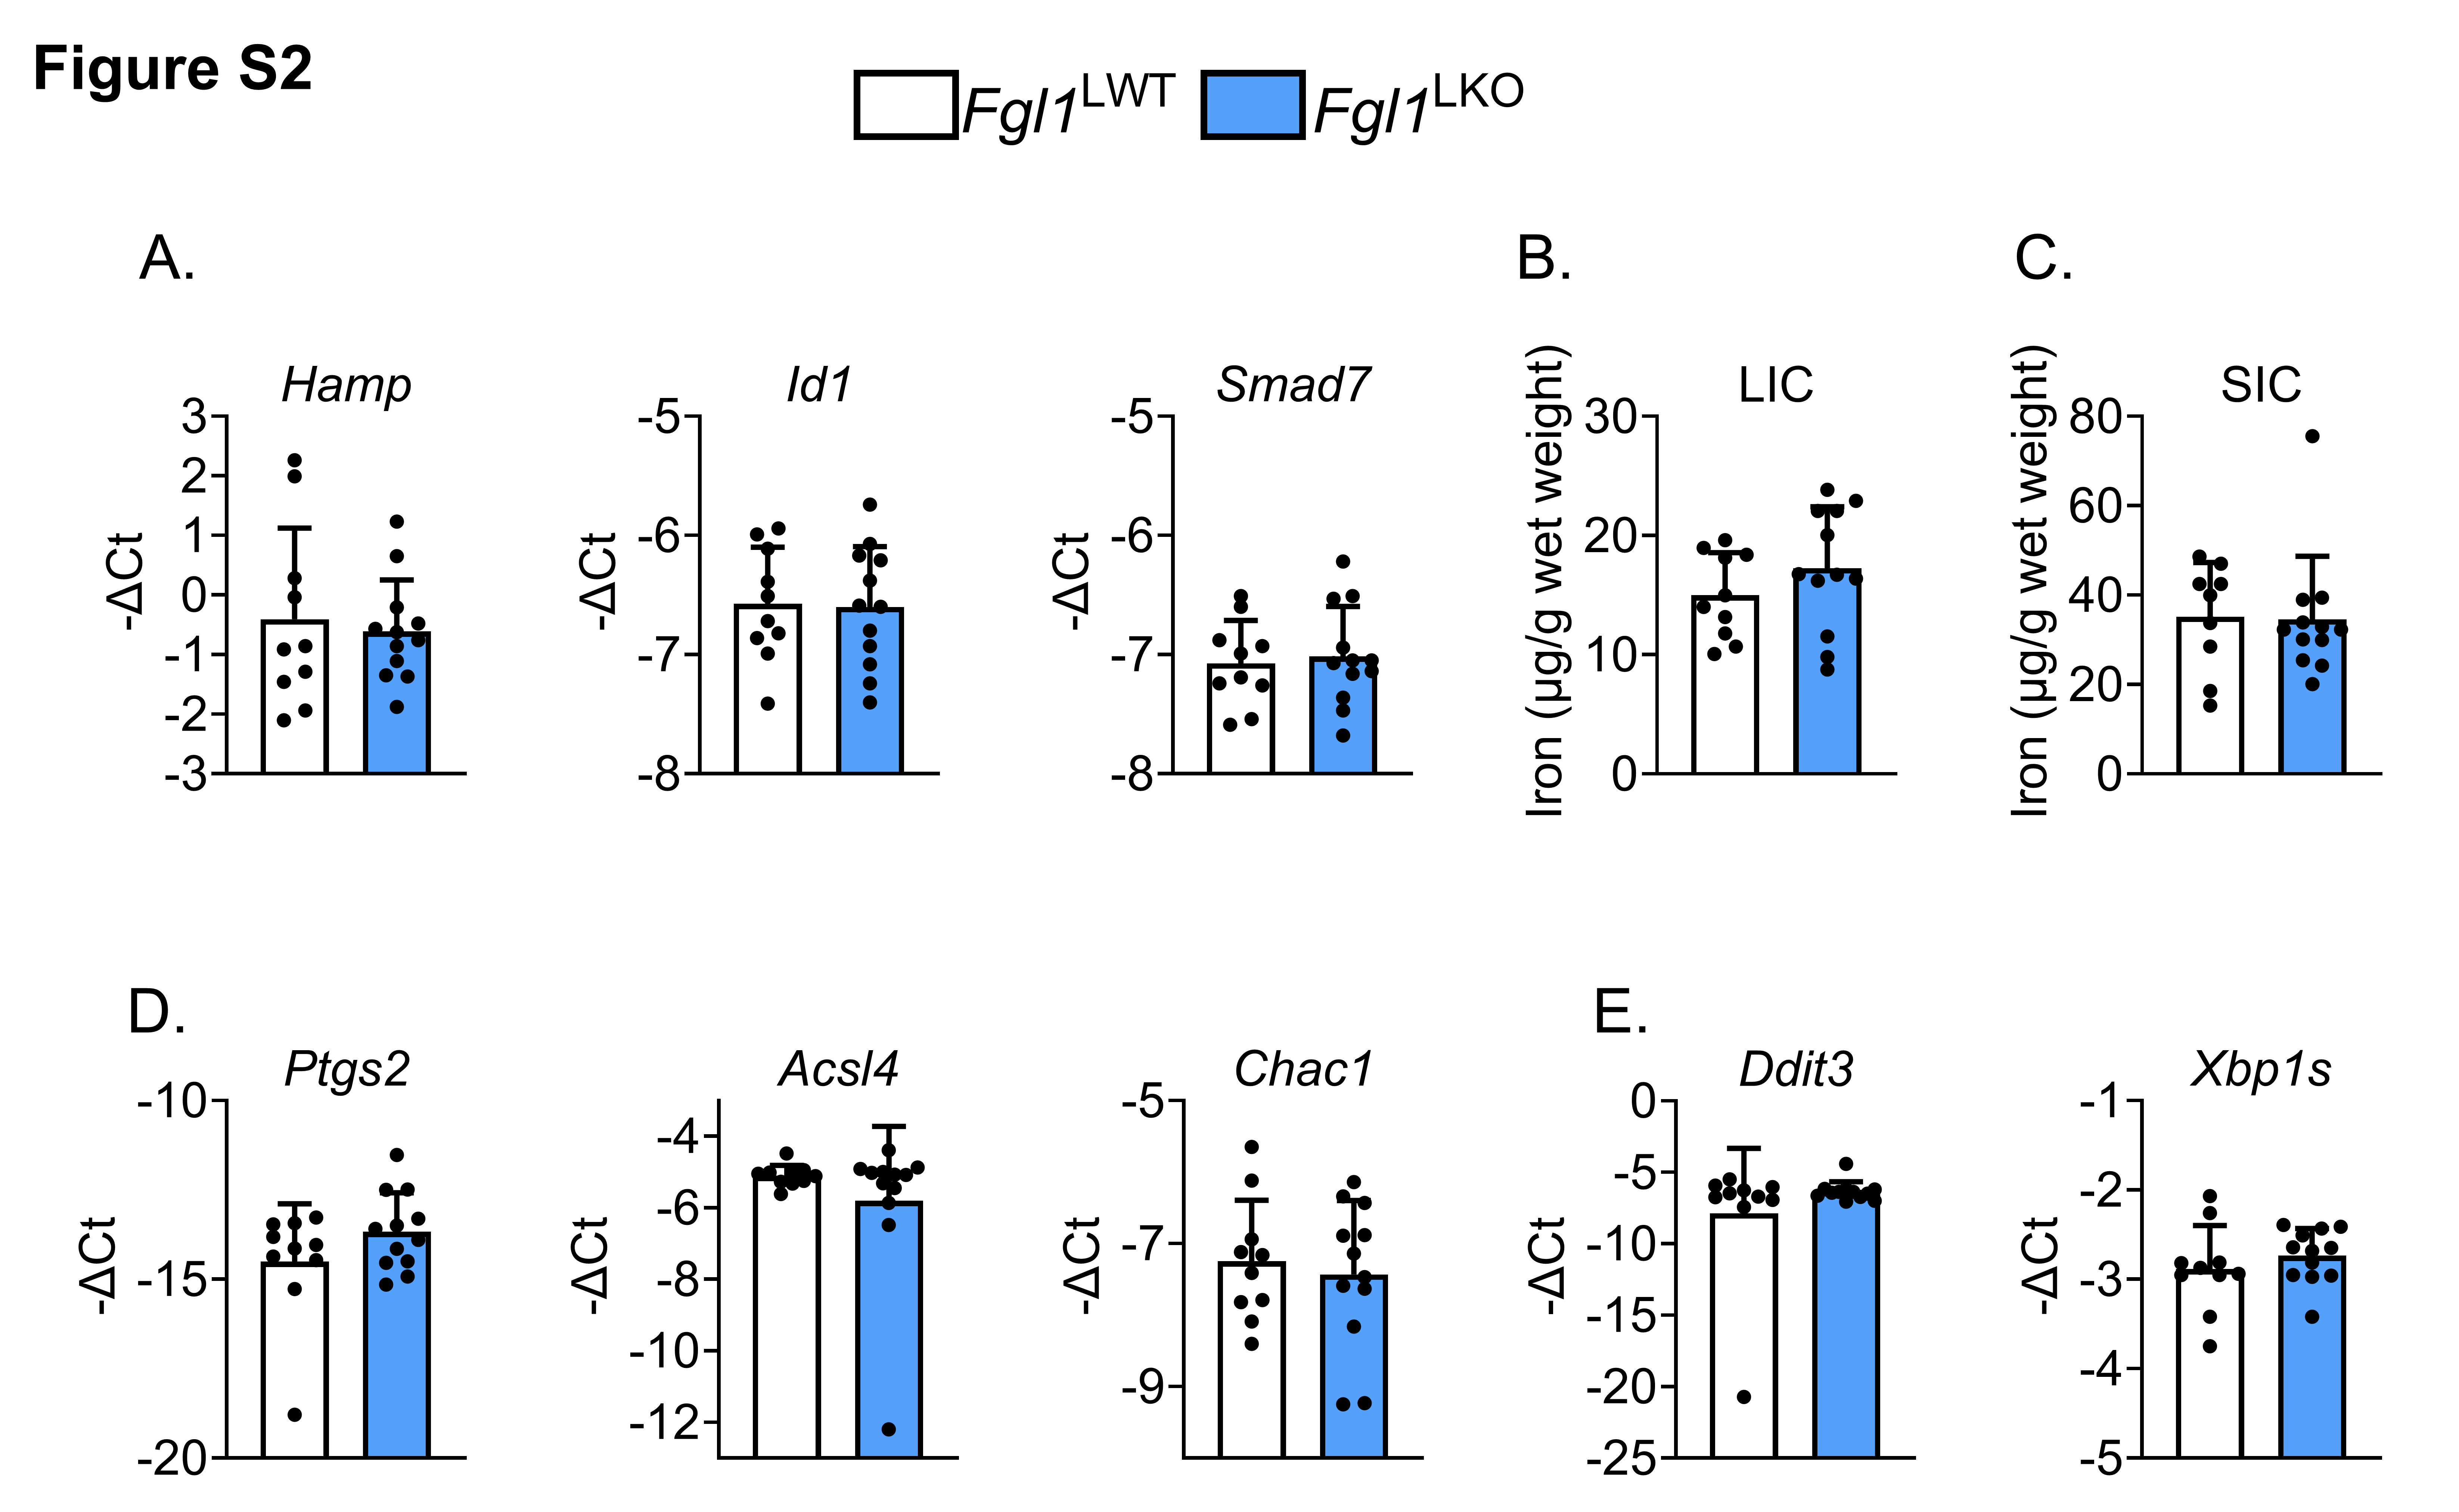

**Figure S2: Deletion of *Fgl1* does not impair iron metabolism during HCC.** Fgl1^LWT^ (n=10) and Fgl1^LKO^ (n=12) male mice were fed a western diet for 24 weeks and given weekly intraperitoneal injections of carbon tetrachloride (CCl4, 0.2µL/g). Liver mRNA expression of *Hamp, Id1* and *Smad7 (A).* Liver (LIC, B) and spleen (SIC, C) non-heme iron content. *Ptgs2, Acsl4* ,*Chac1* (D), *Ddit3* and *Xbp1s* (E) liver mRNA expression. Data are means ± SD and were compared by Student’s t-test.

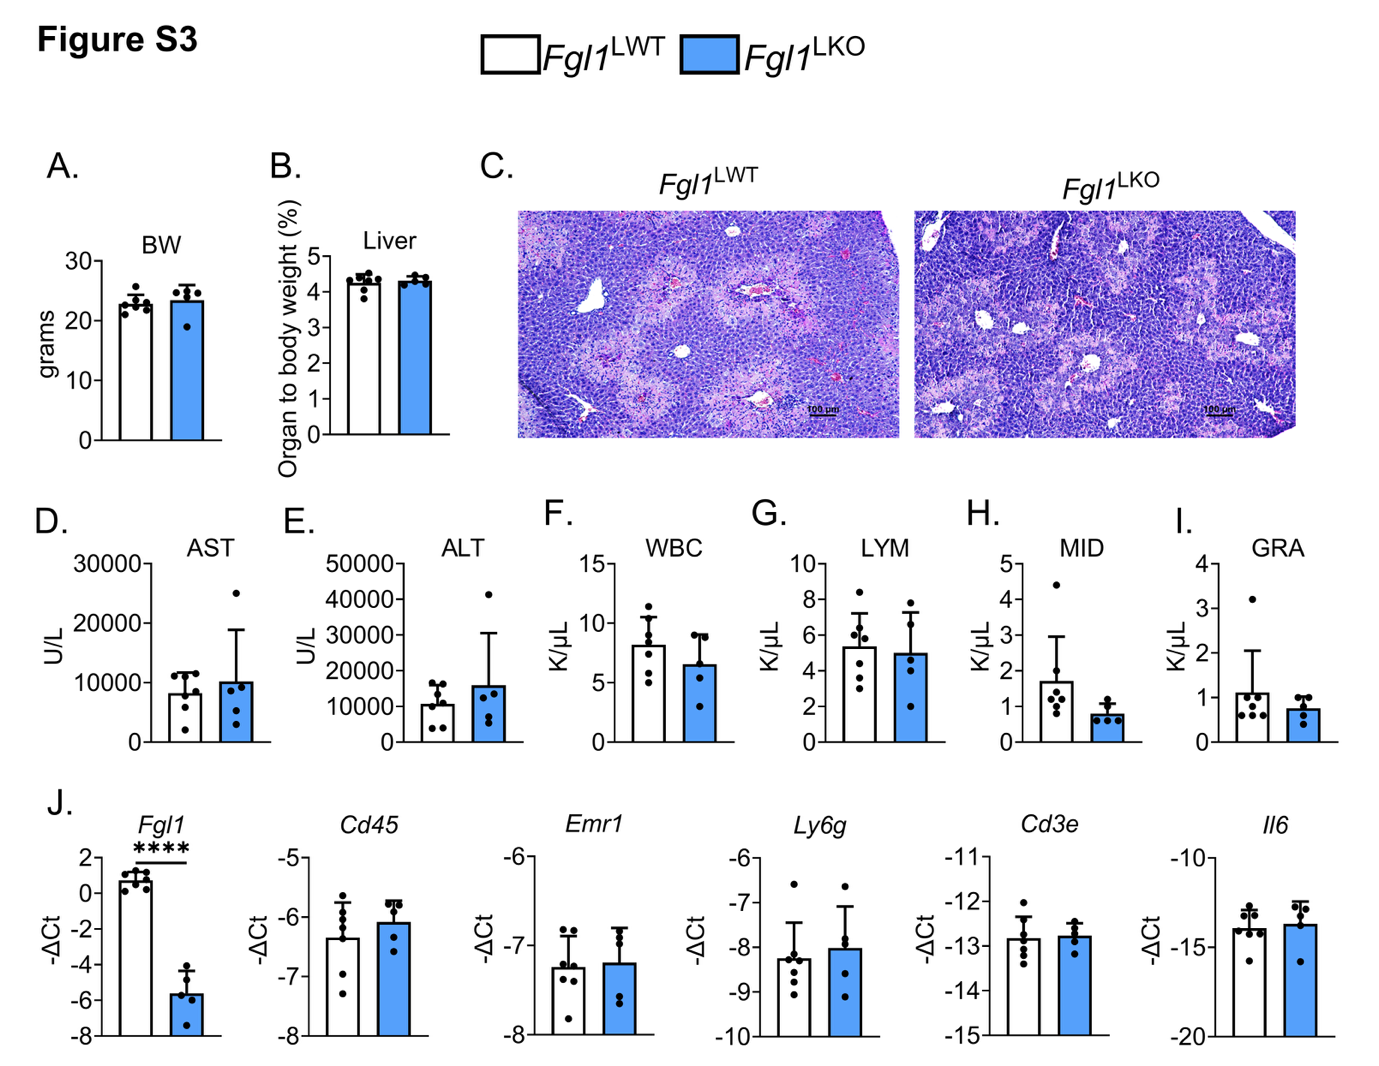

**Figure S3: FGL1 does not influence the inflammatory response to acute liver injury.** *Fgl1* LWT (n=7) and LKO (n=5) male mice were given one intraperitoneal injection of CCl_4_ (0.5µl/g). Body weight (A), liver to body weight ratio (B). Hematoxylin staining of liver tissue sections (C). Circulating alanine (ALT, D) and aspartate (AST, E) aminotransferase levels. Circulating white blood cells (WBC), lymphocytes (LYM), monocytes, eosinophils, basophils, blasts (MID) and neutrophils, monocytes, eosinophils, and basophils (GRA) count. Liver mRNA expression of *Fgl1* (J)*, Cd45, Emr1, Ly6g, Cd3e* and *Il6* (K). Data are means ± SD and were compared by Student’s t-test. ****p<0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

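Liver RNA of 8 *Fgl1* LWT and 8 *Fgl1* LKO male mice, 8 weeks old and fed normal chow, was measured by RNA sequencing, with 1 library per mouse. The authors deposited 1 table of FPKM values for 17003 genes, which they made by filtering the reads, aligning them to mm39 with HISAT and to the reference genes with Bowtie2, and scaling to transcript length and library size. The software versions, the counting step and the annotation release are not named in the paper's text. Values were rounded to 2 decimals by the authors, and 864 genes were at 0 in all mice. The labels call the mice fed. The 16 samples were grouped by the genotype in their labels. Replicate numbers follow the labels. The mice were also grouped here into 4 runs of mouse numbers, which the labels do not name and whose bounds are a choice. The first run (36 to 38) holds 3 *Fgl1* LWT mice only.

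FPKM are not counts, so no test for counts was used. The values were read as deposited, 1 was added, and log2 was taken. Genes with a mean of at least 0.1 FPKM over the 16 mice were kept (12770 genes). Genotypes were compared with limma (version 3.58.1 in R 4.3.3; lmFit and eBayes with trend), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Single genes and principal component scores were also compared with exact permutation tests over the 12870 splits of the mice, for which the smallest two-sided p is 0.000155. Sets of genes were tested with camera (preset correlation 0.01) and fry. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the other steps. The limma and camera steps and the exact tests were tested on simulated data. In simulated data without any change, limma called 0 of 12770 genes.

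The number of reads per library is unknown, so no counting error can be given. Relative depth was estimated from low values, on the assumption that the lowest stand for single reads, and lay between 0.95 and 1.03. Only ratios within 0.5 of 0 on the log2 scale entered the estimate, so that it would miss a larger difference in depth. Samples in the table with identical values were looked for and none were found. Among the genes kept, 8 rows were identical to another row, among them those of near-identical genes, such as *H2bc24* and *H4bc24*, whose reads the counting could have shared.

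Positions are from GRCm39, the assembly that mm39 names, with the GENCODE vM39 annotation. Of the genes kept, 12475 matched it by symbol. The primers were matched to the assembly and to the transcript sequence.

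Genes named were chosen by a rule that was fixed, like the lists and sets of genes, before the data were examined. It names every gene past the threshold if they are 15 or fewer, the genes of Figure 1D and of the paper's qPCR, other genes that the paper's text names, and, of the fibrinogen-related list, the 5 with the highest mean FPKM and any with an unadjusted p-value under 0.05. Genes of the other lists fixed at that time are named if past the threshold over all genes or over the list alone. The result of 1 gene that this rule names is not reported here. Other genes are named only where stated as chosen after their values were seen. Alternatives fixed at the same time were other pseudocounts (0.1 and 0.01), other filters, scaling by median ratios, quantile normalization, rescaling to an equal sum in each mouse, array weights, robust empirical Bayes, a replicate block, the run of mouse numbers as a term, leaving out the first run, leaving out each mouse in turn, an exact rank-sum test, and other thresholds. An acute-phase covariate and the removal of a transcript length and GC trend were chosen after the data were seen, as was an estimated correlation for the sets of genes from other experiments. The paper's qPCR measurements, its western diet, fasting, carbon tetrachloride and carcinoma experiments were not analysed here.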

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

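Among the genes named, 81 groups of 8 mice were searched for a mouse that stood apart, by the gap between the most extreme mouse and its neighbour as a share of the range of log2(FPKM + 1), against the limit of Dixon's test for 8 values. Chance gives about 4.0 such cases, and 5 were found, in 4 genes. The tests of explanations below were set after the cases were found. The size factors were already known when the test of scaling was chosen for *Pck1* and *Angptl4*, and the other tests were set before their results were seen.

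*Fitm2* in *Fgl1* LWT replicate 8 was the lowest of its group, 6.9 FPKM against 10.13 in the next mouse, with a gap of 0.7 of the range. After scaling by median ratios the gap was 0.49, just below the limit. Library scaling and a difference of this mouse cannot be told apart here, because the size factor of this mouse was also the lowest of the 16 (0.905). No biological explanation was tested.

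*Pck1* and *Angptl4* in *Fgl1* LWT replicate 7 were the lowest of their groups, 202.8 against 560.4 FPKM with a gap of 0.55 of the range, and 8.15 against 33.1 FPKM with a gap of 0.67. The size factor of this mouse, 0.963, argues against library scaling. The mouse had the highest *Saa1* of all, and an acute-phase response may lower both genes. In the other 7 *Fgl1* LWT mice, *Pck1* had a Pearson r of -0.48 with the acute-phase score (exact permutation p = 0.283, Spearman -0.57, p = 0.2) and *Angptl4* of -0.72 (exact permutation p = 0.0252, adjusted 0.0504 over the 2 genes, Spearman -0.54, p = 0.236). With 7 mice, this leaves the acute-phase explanation open, and it cannot be told apart from the time since the last meal, which was not analysed here.

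*Ly6g* was above 0 in 1 mouse of each genotype, *Fgl1* LWT replicate 5 with 0.1 FPKM and *Fgl1* LKO replicate 5 with 0.09 FPKM, and was listed at 0 in the other 7 of each, so that the gap was 1.0 of the range in both groups. The lowest value above 0 of 34 genes of like length had a median of 0.09 FPKM, which is consistent with a single read in each of these mice. No difference in neutrophils can be read from it.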

How the results depend on the processing

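The genes past the threshold numbered 0 under 27 of the 34 alternatives and 1, *Fgl1*, under 6. Under the remaining one, a change of at least 1.5-fold with an unadjusted p-value under 0.05, 46 genes were counted, because that threshold has no adjustment. *Fgl1* was the 1 gene with an adjusted p-value under 0.1 in place of 0.05. It was also the 1 gene under rescaling to an equal sum in each mouse (log2 fold change -3.11, limma adjusted p = 0.0365), with the run of mouse numbers as a term (-3.53, adjusted p = 0.025), without the 3 *Fgl1* LWT mice of the run 36 to 38 (-3.71, adjusted p = 0.0453), and with the acute-phase score as a covariate, chosen after the data were seen (-3.28, adjusted p = 3.64e-10). The cause of the first 3 changes was not tested. Over all 30 alternatives the log2 fold change of *Fgl1* lay between -3.71 and -2.85 and its adjusted p between 3.64e-10 and 0.223. Across the 16 fits that each left out one mouse, 0 genes passed in every fit and the log2 fold change of *Fgl1* ranged from -3.28 to -2.85, with adjusted p-values from 0.0523 to 0.2. Removing a trend with transcript length and GC, also chosen after the data were seen, gave 0 genes. With the exact rank-sum test, 840 genes had an unadjusted p-value under 0.05 and 0 an adjusted one, the smallest being 0.556.

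The replicate numbers do not pair the mice. The correlation of deviations from the genotype means over genes was above 0.1 in 3 of the 8 same-numbered pairs, ranged from -0.16 to 0.45, and had a mean of 0.07 against -0.01 for different numbers. With the replicate number as a block, 1 gene, *Fgl1*, passed the threshold (log2 fold change -3.11, adjusted p = 0.0197). The block changed no other call.

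All 8 genes of Figure 1D had a p-value under 0.05 adjusted over the list alone in each of the 30 alternatives, a list which the paper chose on these samples. Of the fibrinogen-related genes, 0 passed over the list alone in any alternative, and their camera p lay between 0.158 and 0.927 across the fits that left out one mouse. The set moved to the lower side with the run as a term, with a camera p-value of 0.765, and without the run 36 to 38, with a camera p-value of 0.905. *Angptl4*, with a log2 fold change of 0.66, ranged from 0.36 to 0.83 across the fits that left out one mouse, and it had an unadjusted p-value under 0.05 with the run as a term, without the run 36 to 38, without *Fgl1* LKO replicate 4 and with the acute-phase covariate. Camera could not be run with robust empirical Bayes, which it does not offer. The exact p of genotype on the first 2 principal components stayed above 0.05 under all 3 alternatives. Of the 10 sets from the paper's other experiments, 0 passed with camera, with fry or with an estimated correlation.

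Some genes that did not pass the threshold changed sign. With the run as a term, the log2 fold changes were -0.12 for *Scd1*, -0.0565 for *Ptprc*, -0.17 for *Socs3*, -0.0103 for *Rpl4*, -0.40 for *Chac1*, and -0.0214, -0.0575 and -0.0563 for *Fgb*, *Fgg* and *Fga*. Without the run 36 to 38 they were -0.032 for *Ptprc*, -0.32 for *Socs3*, -0.0077 for *Rpl4*, -0.38 for *Chac1*, and -0.0714, -0.10 and -0.11 for *Fgb*, *Fgg* and *Fga*. *Rpl4* was at -0.002 with median-ratio scaling, *Lpl* at 0.0746 with array weights and *Socs3* at -0.0364 with the acute-phase covariate. Leaving out one mouse at a time changed the sign of 11 of these genes, which ranged from -0.0062 to 0.0815 for *Ptprc*, from -0.13 to 0.30 for *Socs3*, from -0.034 to 0.35 for *Pck1*, from -0.0097 to 0.46 for *G6pc*, from -0.10 to 0.20 for *Chac1*, from -0.0294 to 0.30 for *Id1*, from -0.0211 to 0.0903 for *Lipe*, from -0.20 to 0.0005 for *Lpl*, from -0.0098 to 0.10 for *Dlc1*, from -0.0167 to 0.21 for *Fgg* and from -0.0496 to 0.20 for *Fga*. The cause was not tested, and no adjusted p of these genes was under 0.05 in any fit.

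The unknown depth limits the genes with low FPKM. *Il6*, *Ly6g*, *Cd3e* and *Ptgs2* fell below the filter, and a difference in them was not detectable here.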

Differences from the paper's values

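The paper counts 8 transcripts that differ between genotypes, against 0 here. None of the alternatives set before the data were examined came within 1.5 times of the paper's count. They gave 0 or 1, apart from 46 genes with at least 1.5-fold change and an unadjusted p-value under 0.05. *Fgl1*, which the paper calls, was called under rescaling to an equal sum in each mouse, a replicate block, the run of mouse numbers as a term, leaving out the run 36 to 38, and an adjusted p-value under 0.1, and also with the acute-phase covariate, which was chosen after seeing the values. The other 7 genes of the paper were called over all genes under none of these adjusted thresholds. The threshold of 1.5-fold with an unadjusted p-value counted 3 of the 8 genes. With p-values adjusted over the list alone, all 8 genes passed.

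The paper gives a 170-fold reduction of *Fgl1* mRNA by qPCR, against a 9.71-fold ratio of mean FPKM from sequencing here. The 2 values come from different assays. The sequenced RNA was from liver. For the qPCR, the paper's text names whole liver and the legend of Figure 1C names primary hepatocytes. Whether both values refer to the same material is therefore not settled here. The ratio was 9.94 with median-ratio scaling, 9.57 after rescaling to an equal sum in each mouse and 13.4 without the run 36 to 38, and over these and the fits that left out one mouse it ranged from 7.44 to 13.4, so that none of these closed the gap. The other alternatives were not tried on this ratio.

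The paper places the excised region at exon 2 of *Fgl1*. On GRCm39 with the GENCODE annotation, the paper's excision primers enclose exon 3 of the principal transcript, which is its second coding exon.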

Other observations

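The acute-phase, histone and chromosome 13 patterns below were noticed in the data and then tested on the same data. The tests of the relation of *Fgl1* to acute-phase genes within genotypes, of the share of reads taken by *Saa1* and *Saa2*, of a mislabelled sample and of the ratio between histone genes were chosen after their results were seen. The same holds for the tests of library scaling for *Fgl1* and for *Pck1* and *Angptl4*, and for the run of mouse numbers for *Fgl1*, for the 7 genes and for *H2bc23*, since the values that decide them had been seen in part or in full.

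*Fgl1* spread within each genotype along with acute-phase genes. *Saa1* ranged from 63.8 to 16268 FPKM over the 16 mice, *Saa2* from 16.8 to 16031 and *Lcn2* from 5.17 to 920.8. A score was formed from 15 acute-phase genes, chosen after the data were seen, as the mean of their standardized log2(FPKM + 1). Within the 8 *Fgl1* LWT mice, *Fgl1* correlated with this score at a Pearson r of 0.97 (exact permutation p = 7.44e-05, adjusted 0.000149 over 4 relations) and a Spearman rho of 0.98 (exact permutation p = 0.000397, adjusted 0.000794). Within the 8 *Fgl1* LKO mice, r was 0.96 (exact permutation p = 0.000198, adjusted 0.000264) and rho 0.95 (exact permutation p = 0.00114, adjusted 0.00152). The other 2 of the 4 relations, with *Saa1* alone, gave an r of 0.99 and a rho of 0.98 in *Fgl1* LWT mice, and an r of 0.90 and a rho of 0.74 in *Fgl1* LKO mice. Without the 2 mice farthest from the median score, r was 0.98 and 0.96. Among the 12755 genes outside the score, 4 had an r at least as high in *Fgl1* LWT mice, *Fgl1* included, and 7 in *Fgl1* LKO mice. After the means of genotype and of the run of mouse numbers were removed, r was 0.95 over the 16 mice (permutation p = 1e-05, the smallest that 100000 permutations give), which argues against the run as the source. Library scaling is argued against too, since the highest size factor was 1.19 times the lowest while *Fgl1* differed 8.4 times between *Fgl1* LWT mice and 6.8 times between *Fgl1* LKO mice. *Saa1* and *Saa2* together took up to 4.51% of the summed FPKM of a mouse, which would lower other genes, whereas *Fgl1* rose with them. A candidate explanation is an acute-phase response that differed between mice of both genotypes. Its origin (infection, handling, time of sampling) was not analysed here. With the score as a covariate, the standard error of the log2 fold change of *Fgl1* fell from 0.49 to 0.14, and 426 of the 12755 genes outside the score followed it at an adjusted p-value under 0.05, 124 upward and 302 downward, against 1 gene for genotype. The difference in slope between genotypes was not tested.

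*Fgl1* was above 0 in all *Fgl1* LKO livers. Every *Fgl1* LKO mouse lay below every *Fgl1* LWT mouse, with 90.0 FPKM (89.99 as deposited) in the highest, which argues against a mislabelled sample. Reads shared with the fibrinogen genes are argued against, since *Fga*, *Fgb* and *Fgg* differed at most 3.3 times between *Fgl1* LKO mice and *Fgl1* 6.8 times. Transcripts from the recombined gene without the excised exon, incomplete excision, and cells other than hepatocytes stay open. These cannot be told apart here, because the table used here has 0 columns with values per exon. As the residual *Fgl1* followed the acute-phase score within *Fgl1* LKO mice (r = 0.96), a hypothesis is that it comes from cells in which the gene is regulated as in *Fgl1* LWT hepatocytes.

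The number of genes past the threshold was tested against other splits of the 16 mice, with 100 of the 6435 splits drawn, the real one included. The real split gave 0 genes, a count that all 100 reach by construction, and 2 gave at least 1 gene. At an unadjusted p-value under 0.05, 21 of the 100 splits gave at least the 895 genes of the real one, with a median of 504.5 and a range from 147 to 1875. The differences between genotypes, apart from *Fgl1*, are thus of a size that other groupings of these mice also give. For the fibrinogen-related genes, 65 of the 100 splits gave a camera p as small.

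Of the other 7 genes of Figure 1D, 7 kept a p-value under 0.05 adjusted over the list alone after a trend with transcript length and GC content was removed. With the run of mouse numbers as a term, 7 of 7 did. The paper chose the list on these samples, so that these p-values cannot decide against a bias or the run. Over all genes, the limma adjusted p-values of the 7 were 0.146 to 0.25 without the trend and 0.52 with the run. Each gene kept its direction in both fits.

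Besides *Fgl1*, 3 of 11617 genes with a mean of at least 0.3 FPKM had a median in one genotype over 3 times the highest mouse of the other. They were the histone genes *H2bc23*, *H2bc24* and *H4bc24*, named after their values were seen. *H2bc23* was at most 0.16 FPKM in *Fgl1* LWT mice, and from 1.56 to 6.12 in 6 of 8 *Fgl1* LKO mice, while the other 2 *Fgl1* LKO mice, replicates 3 and 7, had 0.0 and 0.16 (exact permutation p = 0.00357). The log2 fold change was 1.39, with an adjusted p of 0.427 from limma. *H2bc24* was 0.5 times *H2bc23* in each of the 6 mice and *H4bc24* was identical to it, which is consistent with 1 signal shared between the genes by the counting. In all 3 runs of mouse numbers that hold both genotypes, a *Fgl1* LKO mouse lay above all *Fgl1* LWT mice of the same run, which argues against the run. However, 12 of the 100 splits had at least 1 gene other than *Fgl1* with such a pattern, so that chance stays open for 1 signal. The real split had 3 such genes, which share 1 signal, and no other split had more than 1. DNA linked to the CRE transgene stays open as well, since the genotype around the transgene is not known for the 2 *Fgl1* LKO mice without the signal.

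*H2bc23*, *H1f2* and *Carmil1* lie on proximal chromosome 13. The CRE strain is named after an insertion at *Speer6-ps1*, which the GENCODE annotation places on chromosome 13 from 3199425 to 3242491 (GRCm39). A hypothesis is that DNA inherited along with the transgene, and not the loss of *Fgl1*, changes genes near it. Of the 102 tested genes in the first 30 Mb, 17 (16.7%) had an unadjusted p-value under 0.05, 9 lower and 8 higher in *Fgl1* LKO mice, against 5.1% of 372 genes on the rest of the chromosome and 6.9% of all other genes. The share was 15.8% without the histone genes, 16.7% with the run as a term and 19.6% with the acute-phase score as a covariate, which argues against these as the whole source. It was 10.8% without the 3 *Fgl1* LWT mice of the run 36 to 38, against 6.3% elsewhere. Some other windows of as many genes reached as high a share. They numbered 3 of 1045 in the main fit, 16 of 1560 without the histone genes and 10 of 1045 with the run as a term. With the acute-phase covariate there were 0 of 1045, and without the run 36 to 38 there were 64 of 1045. The region was picked after its values were seen, however, and 26 of the 100 splits had a window of as many genes somewhere in the genome with as high a share. In the region itself, only the real one of the 100 splits (1 of 100) had so high a share, and relative to the share of all genes, 81 of the 100 had as high a window. Chance is therefore not excluded, and as all *Fgl1* LKO mice carry the transgene and no *Fgl1* LWT mouse does, DNA linked to it cannot be told apart from an effect of *Fgl1* or of CRE in these data.

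The genes that the paper measured by qPCR in other experiments did not pass the threshold in the liver of these chow-fed mice. Of 25 such genes besides *Fgl1* in the table, 21 were tested. Of these, 0 passed, adjusted over all genes or adjusted over the list alone, where the smallest adjusted p was 0.416 from limma. Some comparisons are not like for like. The paper measured *Lipe*, *Pnpla2*, *Lpl* and *Cd36* in adipose tissue, and spliced *Xbp1*, where the values here are for *Xbp1* as a whole. The list as first fixed held 3 more genes, which the paper only names in its text, and its smallest adjusted p was 0.456 from limma. Of the 21, 20 had a higher mean in *Fgl1* LKO mice, and 2 had an unadjusted p-value under 0.05. These were *Adgre1* (3.66 ± 1.01 against 5.16 ± 1.64 FPKM, exact permutation p = 0.0455) and *Acsl4* (11.0 ± 2.17 against 21.9 ± 17.1 FPKM, exact permutation p = 0.0468), each higher than the *Fgl1* LWT median in 7 of 8 *Fgl1* LKO mice. The mean of *Acsl4* in *Fgl1* LKO mice rested on replicates 7 and 8, with 50.93 and 47.72 FPKM, while the other 6 had 8.59 to 15.18 FPKM. Which genes had an unadjusted limma p-value under 0.05 depended on the runs of mouse numbers and on single mice. With the run as a term, *Acsl4* and *Smad7* did and *Adgre1* did not, and without the run 36 to 38, *Smad7* did while *Acsl4* and *Adgre1* did not. Without *Fgl1* LWT replicate 4, *Acta2* and *Col1a1* had unadjusted limma p-values of 0.00376 and 0.0263, against 0.114 and 0.0911 with all mice. Their adjusted p-values in that fit were 0.649 and 0.664. *G6pc*, which the paper reports as reduced in fasted *Fgl1* LKO mice, had 272.9 ± 130.8 FPKM in *Fgl1* LWT and 313.0 ± 148.4 FPKM in *Fgl1* LKO mice (log2 fold change 0.23, adjusted p = 0.895 from limma), and *Pck1* had 882.7 ± 370.7 and 944.1 ± 218.0 FPKM.

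Of the 10 sets of genes fixed for the paper's other experiments, 0 passed the threshold and 1 had an unadjusted camera p under 0.05 in the real split. A count of 0 is met by all 100 of the 100 splits by construction and tests nothing. At least 1 set passed in 66 of the 100 splits, and up to 6 did, so that camera with the preset correlation called sets in arbitrary groupings of these mice, and its p-values for single sets cannot be read on their own. The smallest camera p was 0.0164 for 9 genes of ER stress, adjusted 0.164 over the 10 sets, with 8 of the 9 higher in *Fgl1* LKO mice. It was 0.115 with an estimated correlation and 0.0633 with fry. The camera p was 0.651 for BMP targets, 0.639 for gluconeogenesis, 0.559 for lipogenesis, 0.0978 for fibrosis, 0.666 for immune cells, 0.224 for ferroptosis, 0.259 for clock genes, 0.515 for feeding response and 0.245 for 31 genes within 5 Mb of *Fgl1*.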
